# Comprehensive Analysis of Aspergillus nidulans PKA Phosphorylome Identifies a Novel Mode of CreA Regulation

**DOI:** 10.1128/mBio.02825-18

**Published:** 2019-04-30

**Authors:** Liliane F. C. Ribeiro, Cynthia Chelius, Karthik R. Boppidi, Nisha S. Naik, Simin Hossain, Jessica J. J. Ramsey, Jyothi Kumar, Lucas F. Ribeiro, Marc Ostermeier, Bao Tran, Young Ah Goo, Leandro J. de Assis, Mevlut Ulas, Ozgur Bayram, Gustavo H. Goldman, Stephen Lincoln, Ranjan Srivastava, Steven D. Harris, Mark R. Marten

**Keywords:** CreA, phosphoproteomic, phosphosite, signal transduction, transcriptomic

## Abstract

In filamentous fungi, an important kinase responsible for adaptation to changes in available nutrients is cyclic AMP (cAMP)-dependent protein kinase (protein kinase A [PKA]). This kinase has been well characterized at a molecular level, but its systemic action and direct/indirect targets are generally not well understood in filamentous fungi. In this work, we used a *pkaA* deletion strain (Δ*pkaA*) to identify Aspergillus nidulans proteins for which phosphorylation is dependent (either directly or indirectly) on PKA. A combination of phosphoproteomic and transcriptomic analyses revealed both direct and indirect targets of PKA and provided a global perspective on its function. One of these targets was the transcription factor CreA, the main repressor responsible for carbon catabolite repression (CCR). In the Δ*pkaA* strain, we identified a previously unreported phosphosite in CreA, S319, which (based on motif analysis) appears to be a direct target of Stk22 kinase (AN5728). Upon replacement of CreA S319 with an alanine (i.e., phosphonull mutant), the dynamics of CreA import to the nucleus are affected. Collectively, this work provides a global overview of PKA function while also providing novel insight regarding significance of a specific PKA-mediated phosphorylation event.

## Abstract (precis)

The cyclic AMP (cAMP)-dependent protein kinase A (PKA) signaling pathway is well conserved across eukaryotes, and previous work has shown that it plays an important role in regulating development, growth, and virulence in a number of fungi. PKA is activated in response to extracellular nutrients and acts to regulate metabolism and growth. While a number of components in the PKA pathway have been defined in filamentous fungi, current understanding does not provide a global perspective on PKA function. Thus, this work is significant in that it comprehensively identifies proteins and functional pathways regulated by PKA in a model filamentous fungus. This information enhances our understanding of PKA action and may provide information on how to manipulate it for specific purposes.

## INTRODUCTION

Eukaryotic cells possess a multitude of signaling pathways that enable them to monitor their local environment and to rapidly respond in a precise manner when conditions change (1, 2). A prominent example is the cyclic AMP (cAMP)-dependent protein kinase A (PKA) pathway. In fungi, PKA signaling mediates a wide range of processes, including nutrient sensing (3), stress responses (4), regulation of metabolism (5), as well as development and pathogenicity (6, 7). Although the molecular basis for PKA action is well understood, with more than a hundred different crystal structures published (8), considerably less is known about its systemic action and impact on downstream effectors (9, 10). This is particularly true for filamentous fungi.

In Saccharomyces cerevisiae, PKA is largely responsible for glucose sensing and subsequent modulation of cellular responses (11). In Aspergillus fumigatus (12) and Neurospora crassa (13), PKA is activated in the presence of glucose, thereby inhibiting alternative carbon source usage due to carbon catabolite repression (CCR) (12, 14). CCR occurs when glucose is sensed, primarily via the Ras/cAMP pathway (15), leading to increased adenylate cyclase activity and higher levels of cAMP. Newly formed cAMP then binds to the regulatory subunit of PKA, releasing the catalytic subunits to start a protein phosphorylation cascade (12, 13). In yeast, once PKA is activated, it phosphorylates target substrates such as Maf1 (16), RCM-1 (17), Msn2 (18), Msn4 (18), Rim15 (19), Rap1 (20), pyruvate kinase (21), Sak1 (22), Sip1 (23), Adr1 (24), Bdp1 (25), and Yak1 (26). However, these targets are not sufficient to explain the broad action of PKA in different cellular phenotypes.

In Aspergillus nidulans, CCR is shown to be mediated mainly by the transcription factor CreA, a Cys2-His2 type DNA-binding zinc finger protein (27, 28). CreA is responsible for repressing the transcription of numerous genes encoding lignocellulolytic enzymes when glucose is present, thus preventing the utilization of alternative carbon sources (29). When the cell senses glucose, CreA is imported into the nucleus, binds to DNA, and represses transcription of several genes. However, the mechanisms that direct the localization of CreA, and its affinity for binding to DNA remain somewhat unclear in filamentous fungi (12). Previous work has shown that Trichoderma reesei CreA homologue Cre1 is phosphorylated by casein kinase II at Ser 241, which is essential for DNA binding (30). However, it has been suggested that Cre1 nuclear import is regulated by a different mechanism, perhaps via interactions with other proteins or protein turnover (30). In S. cerevisiae, nuclear localization of the CreA functional homologue Mig1p is regulated through phosphorylation by the kinase Snf1p (31). In the presence of glucose, Snf1p is inactivated, resulting in dephosphorylation of Mig1 and its retention in the nucleus (32). In A. nidulans, there is a lack of evidence confirming direct phosphorylation of CreA. However, some studies suggest that kinases in A. nidulans are responsible for CreA cellular localization because the deletion of *snfA* or *schA* prevents CreA from leaving the nucleus in derepressing conditions (33). While CreA contains sites that are predicted to be phosphorylated by PKA, their functional relevance has not yet been investigated (12).

Here we utilize a comprehensive phosphoproteomic screen to identify both direct and indirect targets of PKA. One of these targets is CreA, which is also found to be regulated at a transcriptional level. We identify a unique phosphorylation site on this protein which has not been previously described. Upon further functional investigation, we find that this site is required for the proper dynamics of CreA nuclear import during CCR.

## RESULTS AND DISCUSSION

To better understand the systemic action of PKA in A. nidulans, we carried out phosphoproteomic and transcriptomic differential analyses of two A. nidulans strains: a *pkaA* deletion strain (Δ*pkaA*) and its isogenic parent (34).

### Phosphoproteomic analysis.

To conduct phosphoproteomic analysis, we grew fungi in glucose to induce the PKA pathway. Our analysis resulted in the identification of 847 differentially phosphorylated peptides in the Δ*pkaA* strain (see Table S1 in the supplemental material). For comparison, Franck et al. (35) found 485 peptides differentially phosphorylated in Magnaporthe oryzae in a comparison between the wild type (WT) and a *cpkA* (PKA) deletion strain. Among the 847 peptides identified here, only 5 phosphopeptides (corresponding to 5 proteins) were found exclusively in the Δ*pkaA* strain. These five phosphopeptides included AN8281, AN10591, AN8035.2, and AN7474 (uncharacterized proteins) and AN1948 (*SPA10*), which is a septal pore-associated protein (36). In contrast, 842 identified phosphopeptides (from 554 proteins) were found exclusively in the control strain.

10.1128/mBio.02825-18.5 TABLE S1 Differentially phosphorylated peptides in the Δ*pkaA* strain. Download Table S1, XLSX file, 0.7 MB. Copyright © 2019 Ribeiro et al. 2019 Ribeiro et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Because the presence or absence of PKA is expected to affect the transcription of a large number of genes, we used RNA-seq analysis to select for proteins within our phosphoproteomic data set that were differentially phosphorylated but transcribed at similar levels. This approach increases the probability that a differentially phosphorylated peptide was not an artifact of different protein expression levels. 

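The RNA-seq data compared mycelium of the Δ*pkaA* strain, in which the gene for the catalytic subunit of PKA is deleted, with mycelium of the WT strain. The deleted gene itself, *pkaA* (AN6305), had a mean of 73.9 normalized reads in Δ*pkaA* and 1869 in WT, which is 25.3-fold lower, with P = 1.09e-109 in the authors' deposited table. The 2 Δ*pkaA* libraries held 69 and 79 reads of *pkaA*, and the 2 WT libraries held 1851 and 1892. The deposited table lists *pkaA* from 603835 to 606464 on the minus strand and names no chromosome or genome build. It gives no coverage along the gene, so where the reads left in Δ*pkaA* lie could not be checked. Each strain was represented by 2 biological replicates, each sequenced in 2 runs. The preculture was grown for 13 h at pH 3.5 according to the paper's methods and for 12 h at pH 3.3 according to the sample labels. It seeded 1.2 liters of YGV, a rich medium with 2% glucose and 0.5% yeast extract, which was shaken at 250 rpm and 28°C for 20 h before the mycelium was collected. Libraries were made with an mRNA kit and sequenced as 100-bp reads. The authors aligned the reads with bowtie2, counted them per gene with HT-Seq and compared the strains with DESeq, whose versions, like the release of the gene annotation, are not given in the sources used here. The deposited values are 1 mean per strain of the counts divided by DESeq's size factors, with a fold change, a P and a q adjusted by Benjamini and Hochberg's method for each gene. Values named as means are therefore the authors' means, and no SD comes with them. The means sum to 29312151 normalized reads in Δ*pkaA* and 31012501 in WT. Each of the 7560 means above 0 and up to 400 could be written, within 6e-05, as exactly 1 pair of whole counts, which gave the reads of the 2 libraries behind it. The same held for some higher means, that of *pkaA* in WT among them, but pairs above 400 were not checked by simulation. The size factors that follow were 0.982 and 1.02 for the Δ*pkaA* libraries and 0.960 and 1.04 for the WT libraries, so the 4 libraries were of nearly equal depth. Of 10930 genes and other features, 10545 carried a P and 385 were at 0 in both strains. A gene was called higher or lower in Δ*pkaA* with a P under 0.01, the paper's limit, and a change of at least 1 on the log2 scale. For gene lists, the count adjusted over the list alone takes the P of the list's members only, with a Benjamini-Hochberg adjusted p under 0.05 and the same limit on the change. Lower bounds and intervals on folds cover counting error only.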

When only similarly transcribed genes (0.5 < Δ*pkaA*/WT < 2.0) are considered, we find 337 unique phosphosites from 160 proteins that are differentially phosphorylated (Fig. 1A).

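The window kept 6694 of the 10545 genes with a P, or 63.5%, and left out 3851. Genes inside it included *pacC* (AN2855), for the regulator of the response to ambient pH, and *areA* (AN8667), for the main activator of nitrogen source use, whose ratios of Δ*pkaA* to WT were 1.24 and 1.21. The cAMP phosphodiesterase gene *pdeB* (AN2740) lay outside it, with a mean of 624 normalized reads in Δ*pkaA* and 2625 in WT, as did *rgsA* (AN5755), for a regulator of G-protein signaling, with 1455 and 14496. Inside the window, 2095 genes still had a P under 0.01 in the authors' deposited table. Outside it, 981 genes had a P of 0.01 or more, and 630 of these had fewer than 10 normalized reads in both strains, where the ratio rests on few reads.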

**FIG 1:**
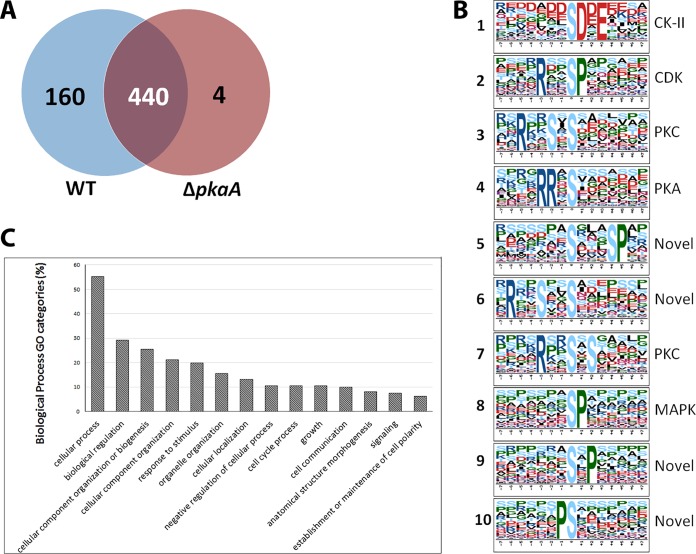
Phosphoproteome-wide effects on Aspergillus nidulans. (A) Venn diagram illustrating the distribution of phosphoproteins between the wild-type (WT) and Δ*pkaA* strains that were equally transcribed. (B) Ten most prevalent phosphorylation motifs (motif X) from differentially phosphorylated peptides. (C) Gene Ontology (GO) categories for proteins identified for biological function.

Enriched motifs among the set of PKA targets identified by phosphoproteomics were identified using motif X (Fig. 1B). The 10 most prevalent motifs were compared to motifs identified in the literature: the acidic motif [SDxE] (motif 1) is recognized by casein kinase II (CK-II) (37), [RxxSP] (motif 2) is typically recognized by cyclin-dependent kinase (CDK) (38), [RxxSxS] (motifs 3 and 7) is a potential target of PKC (39), and [RRxS] (motif 4) is known to be recognized by PKA (37). [SP] (motif 8) is potentially recognized by a mitogen-activated protein kinase (MAPK) and ERK (40). We note that [SxxxSP] (motif 5), [RxxSxxS] (motif 6), [PS] (motif 9), and [SxP] (motif 10) appear to be novel as they have not been previously identified in the literature (37). We also note that the kinases predicted to phosphorylate the known motifs all play significant roles in the PKA pathway, acting as important mediators between active PKA and the cellular response to this activation.

All similarly transcribed and differentially phosphorylated proteins were categorized according to Gene Ontology (GO) for Biological Process (Fig. 1C). Consistent with previous findings, PKA impacts a broad range of proteins that are involved in a number of different biological processes. We find that PKA has a strong impact on a number of other kinases, as 28 were found to be differentially phosphorylated (Table S2). 

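All 28 kinase genes of Table S2 had a ratio of Δ*pkaA* to WT within the window, from 0.532 to 1.56. Their means in WT ran from 1550 to 36439 normalized reads, so none of them was near the limit of detection. The lowest ratio belonged to *schA* (AN4238), for a kinase of cAMP signaling in germinating conidia, with means of 4071 and 7648 and P = 4.9e-09 in the authors' deposited table. It was named after its values were seen. By DESeq, 12 of the 28 had a P under 0.01 and 16 a P under 0.05, and a ratio within the window allows no call. Among 114 genes of the list of protein kinases with at least 10 normalized reads in 1 strain, 7 were higher and 7, the deleted *pkaA* among them, were lower, or 7 and 8 when adjusted over the list alone. These shares, 6.14% in each direction, were smaller than among the other genes, at 15.5% higher and 14.6% lower (two-sided Fisher's exact test, adjusted p = 0.0232 and 0.0391 over 86 list tests). The adjusted p rose to 0.646 and 0.172 with a log2 limit of 2, and over 5 alternatives it stayed under 0.05 in 3 for higher and in 1 for lower genes. One that rose was AN10869, with a predicted protein kinase domain, at 1805 normalized reads in Δ*pkaA* and 43.4 in WT, where the value was 20.1 or 66.6 when either of the 2 libraries was left out.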

NetworKIN 3.0 was used to predict which kinase phosphorylates each phosphosite. Of these 28 kinases, 4 were predicted to be phosphorylated directly by PKA, including a hexokinase (AN7459), a Pom1 kinase homologue pomA (AN7678), the regulatory subunit of PKA (AN4987), and a choline kinase (AN0929). Of these, the first three (AN7459, AN7678, and AN4987) have phosphorylation motifs matching motif 4 in Fig. 1B. However, AN0929 was phosphorylated at a different motif (RTVS*).

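Transcripts of the gene for the regulatory subunit of PKA, AN4987, had a mean of 1889 normalized reads in Δ*pkaA* and 3532 in WT, a ratio of 0.535 (P = 7.23e-09 in the authors' deposited table). The choline kinase gene AN0929 had means of 2110 and 3565, a ratio of 0.592 (P = 9.68e-07 in the same table of the authors). The value of *pomA* (AN7678) was 2421 in Δ*pkaA* and 1550 in WT, the highest ratio of all the kinases of Table S2. Its P was 0.0025 in the authors' deposited table. None of these 3 genes reached a change of 1 on the log2 scale, although each had a P under 0.01.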

10.1128/mBio.02825-18.6 TABLE S2 Differentially phosphorylated kinases in the Δ*pkaA* strain. Download Table S2, XLSX file, 0.01 MB. Copyright © 2019 Ribeiro et al. 2019 Ribeiro et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To identify additional direct PKA substrates, we searched for all differentially phosphorylated peptides that contained the classical PKA phosphorylation motif R/K-R/K-x-S and found 71 that matched it. GO categories for these phosphopeptides show that they are from proteins primarily related to cellular process (Fig. 2). Among these proteins, only one is a known PKA target, StuA. This implies that the remaining 70 are potentially new PKA substrates, none of which have been previously identified in the literature (Table S3). We assume the phosphopeptides with other motifs were phosphorylated indirectly, by another kinase, that itself may be a target of PKA.

**FIG 2:**
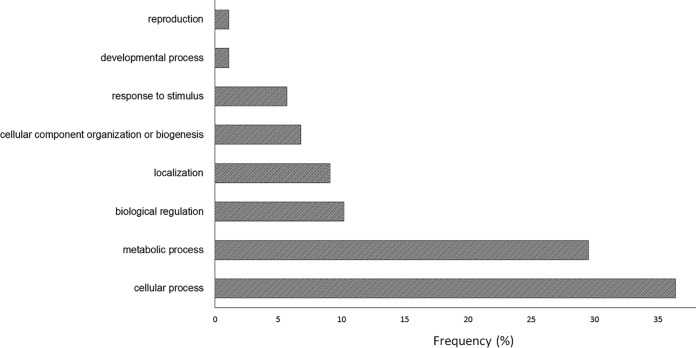
Biological function Gene Ontology (GO) categories for proteins predicted to be phosphorylated directly by PKA.

10.1128/mBio.02825-18.7 TABLE S3 Potential direct targets of PKA. Download Table S3, XLSX file, 0.01 MB. Copyright © 2019 Ribeiro et al. 2019 Ribeiro et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

One of the 70 proteins was a hexokinase, AN7459. A. nidulans contains two confirmed hexokinase-encoding genes (41, 42); AN7459 (*hxkA*), and AN2638 (*hxkB*). The AN4255 (*hxkC*) and AN2180 (*xprF*) genes encode atypical noncatalytic hexokinases that regulate protease production (40, 43). 

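Transcripts of the hexokinase gene *hxkA* (AN7459) had a mean of 9854 normalized reads in Δ*pkaA* and 7912 in WT, a ratio of 1.25. Its P was 0.0319 in the authors' deposited table, so it was not called. Transcripts of *hxkC* (AN4255), for an atypical hexokinase without catalytic activity, fell from 3747 in WT to 1211 in Δ*pkaA*, which is 3.09-fold lower (P = 5.99e-22 in the authors' deposited table). The glycolysis list, drawn from functional descriptions, also held *hxkC*. The other lower gene of that list was AN5210, for a putative pyruvate kinase, which fell from 38228 to 17508. Of the 16 genes of the list that were tested, these 2 were lower and 0 were higher, with the same counts when adjusted over the list alone, and 14 were not called (DESeq). At a P under 0.05 without the limit on the change, 7 lay above their WT mean and 4 below.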

In our results, AN7459 was found to be equally transcribed and phosphorylated only in the WT, and AN4255 was differentially transcribed (three times less in the PKA^−^ strain). AN2638 and AN2180 were equally transcribed and not found to be phosphorylated in this work. de Assis et al. (29) reported a reduction in hexokinase activity in a *pkaA* knockout strain of A. nidulans compared to the WT, showing that PKA controls the activity of hexokinase. However, the mechanism by which hexokinase control occurs was not described. Therefore, according to the results obtained in this work, hexokinase activity could be controlled transcriptionally or by phosphorylation/dephosphorylation of HxkA or possibly HxkC.

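Transcripts of *xprF* (AN2180) had a mean of 6985 normalized reads in Δ*pkaA* and 4789 in WT, a ratio of 1.46 with P = 0.0003 in the authors' deposited table, and stayed within the window. For *hxkB* (AN2638) there were 5 reads in the 2 Δ*pkaA* libraries together and 3 reads in the 2 WT libraries. Its ratio was 1.71, with a 95% counting interval from 0.325 to 10.7 and P = 0.8597 in the authors' deposited table, so a difference in *hxkB* was not detectable at this depth. Its Δ*pkaA* mean of 2.53 was 0.980 or 4.07 with either Δ*pkaA* library left out, below or above the WT mean of 1.48.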

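All 19 genes of Table 1 had ratios of Δ*pkaA* to WT from 0.500 to 1.63, and their means in WT ran from 885 to 11144 normalized reads. The lowest ratio, just inside the window, belonged to AN2771, with 1310 in Δ*pkaA* and 2618 in WT (P = 3.23e-10 in the authors' deposited table). The highest belonged to *fhdA* (AN6696), with 1951 and 1194 (P = 0.0013 in the authors' deposited table). *nsdD* (AN3152), for a GATA factor needed for sexual development, had means of 2258 and 4085, a ratio of 0.553. *stuA* (AN5836), for a regulator of the conidiophore, had means of 8475 and 11144, a ratio of 0.760. By DESeq, 6 of the 19 had a P under 0.01 and 11 a P under 0.05, and the window that selected them allows no call.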

Among the proteins that were equally transcribed, 19 transcription factors (TFs) were observed to be differentially phosphorylated (Table 1). One of the TFs identified as being phosphorylated in the presence of PKA is PacC. 

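The gene *pacC* (AN2855) had a mean of 3103 normalized reads in Δ*pkaA* and 2493 in WT (P = 0.0392 in the authors' deposited table).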

PacC is a zinc finger transcription factor, and in A. nidulans, it mediates regulation of both acid- and alkaline-expressed genes by ambient pH. In Cryptococcus neoformans, Rim101/PacC is responsible for adaptive response to changes in pH and has been shown to share downstream targets with PKA (44). Previous work and our data strongly suggest that PacC is an indirect target of PKA. 

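The GATA factor gene *areA* (AN8667) had a mean of 3929 normalized reads in Δ*pkaA* and 3246 in WT (P = 0.4698 in the authors' deposited table). *areB* (AN6221) had means of 2051 and 2699, a ratio of 0.760 with P = 0.0706 in the same table of the authors, so neither gene was called. Genes for the use of nitrogen sources went both ways. AN6118, for a permease of dicarboxylic amino acids, rose from 474 in WT to 4521 in Δ*pkaA*, and AN8777, for the acetamidase that frees ammonium from acetamide, rose from 851 to 4281. AN4603, for a putative allantoinase, fell from 15828 to 4602. Of 34 genes in this list, 9 were higher and 7 were lower, with the same counts when adjusted over the list alone. These shares were 26.5% and 20.6%, against 15.3% and 14.5% of the other genes. Neither passed the test, which took each direction alone (two-sided Fisher's exact test, adjusted p = 0.259 and 0.636 over 86 list tests).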

Among the 19 transcription factors identified here, two (AreA [AN8667] amd AreB [AN6221]) are involved with regulation of nitrogen metabolism. Since PKA is known to affect different aspects of cellular growth and to be involved in the regulation of nitrogen metabolism (45), our results imply that these TFs are downstream effectors of the PKA pathway and further explain the broad action of PKA activation.

**TABLE 1:** Transcription factors equally transcribed and phosphorylated only in the WT

Phosphopeptide	Uniprot	Gene	Protein
TSSTPNTAQLLR	P17429	*areA* AN8667	Nitrogen regulatory protein AreA
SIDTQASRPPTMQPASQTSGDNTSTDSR	Q5AU19	AN8211.2 ANIA_08211	PHD transcription factor (Rum1)
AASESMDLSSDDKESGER	Q00202	*pacC* AN2855	pH response transcription factor PacC/RIM101
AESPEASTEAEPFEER	Q5BCK1	AN1729.2 ANIA_01729	PrnA protein
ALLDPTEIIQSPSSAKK	C8VQ48	ANIA_00162	Putative APSES transcription factor
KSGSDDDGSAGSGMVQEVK	Q5AVL9	AN7661.2 ANIA_07661	Putative bHLH transcription factor
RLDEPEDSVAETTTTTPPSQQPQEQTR	Q5BH27	AN0153.2 ANIA_00153	Putative Myb-like transcription factor
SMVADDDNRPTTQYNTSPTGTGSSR	C8VRL9	ANIA_01402	Putative Zn(II)2Cys6 transcription factor
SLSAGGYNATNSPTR	Q5B4H2	AN4558.2 ANIA_04558	Putative Zn(II)2Cys6 transcription factor
QQLASMSDAEIQK	Q5B9K9	AN2771.2 ANIA_02771	Transcription factor Rba50
LASPVSPSPAVK	Q5AYD4	AN6696.2 ANIA_06696	Transcription factor Tos4
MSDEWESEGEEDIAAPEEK	Q5BF86	AN0794.2 ANIA_00794	Transcription initiation factor TFIID, 31-kDa subunit
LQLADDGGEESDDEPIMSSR	Q5B3I6	AN4894.2 ANIA_04894	Transcriptional activator Spt7
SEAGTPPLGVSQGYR	G5EB05	AN6221.2 ANIA_06221	Uncharacterized protein
SSLASLNTTDSR	G5EB07	*nsdD* AN3152.2	Uncharacterized protein
KPSASILVPR	C8V8D1	ANIA_04502	BZIP transcription factor
SDSGEFPPIASK	Q5BFB4	AN0766.2 ANIA_00766	C6 finger domain protein
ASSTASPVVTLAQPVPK	C8V7V5	ANIA_04585	CCR4-NOT transcription complex, subunit 3
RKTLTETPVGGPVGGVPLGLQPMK	P36011	*stuA* AN5836	Cell pattern formation-associated protein StuA

To validate our phosphoproteomic data and provide more information regarding substrates that may be direct targets of PKA, we used anti-GFP antibodies to carry out an immunoprecipitation of PKA. In this experiment, the proteins directly interacting with PKA were coprecipitated and identified via MS/MS. Among a total of 217 proteins identified (Table S4), 32 proteins were common in both phosphoproteomic and immunoprecipitation experiments (Table S5). While coimmunoprecipitation is often used to study protein-protein interactions, it frequently presents a limitation with contaminant proteins being coprecipitated as well (46), but it does provide insight regarding potentially direct PKA substrates.

10.1128/mBio.02825-18.8 TABLE S4 Immunoprecipitation of GFP-tagged PKA and identification of proteins interacting with PKA by MS/MS. Download Table S4, XLSX file, 0.04 MB. Copyright © 2019 Ribeiro et al. 2019 Ribeiro et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.02825-18.9 TABLE S5 Proteins identified by phosphoproteomics and immunoprecipitation of PKA-GFP. Download Table S5, XLSX file, 0.01 MB. Copyright © 2019 Ribeiro et al. 2019 Ribeiro et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To investigate PKA targets in Candida albicans, Cao et al. mutated the two PKA catalytic subunits and used differential phosphoproteomic analysis to identify proteins in which phosphorylation was affected by the mutations (43). Identified proteins were subjected to *in silico* analysis to determine potentially direct substrates of PKA. To do this, they analyzed the phosphorylated motif (R/K-R/K-x-S/T) and found 148 proteins that are likely direct PKA substrates. Among the proteins listed as potential PKA targets, there were five orthologs also identified in this study. The proteins identified in common are a kinase (AN10515/PRK1), a protein related to biosynthesis of pyrimidine (AN0565/pyrABCN), an ATP-dependent RNA helicase subunit 2 (AN8722/SUB2), a protein repressed during the mating process (AN0446/PSP1), and a protein required for cell wall chitin distribution, morphology, and hyphal growth (AN0979/BNI4) (43).

### Transcriptomic analysis.

We used an RNA-seq approach to assess differential gene expression in the *pkaA* deletion strain (Δ*pkaA*) and its isogenic parent. 

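In Δ*pkaA*, genes for the synthesis of several secondary metabolites moved together, some clusters up and others down, while genes for ribosomal proteins and the cell cycle were called less often than other genes. All 11 tested members of the dba cluster, which makes polyketides, rose. They included the polyketide synthase gene AN7903, from 15.4 normalized reads in WT to 3969, and the oxidoreductase gene AN7900, from 19.9 to 4999. All 7 members of the aspyridone cluster and all 4 tested members of the terrequinone cluster also rose, among them AN8411, for a cytochrome P450, from 7.52 to 779, and AN8520, from 10.4 to 296. All 3 penicillin genes fell. Transcripts for isopenicillin-N synthase (AN2622) went from 3246 to 11.4 and those for the acyltransferase (AN2623) from 10988 to 95.7. Leaving out 1 library moved some of the low values by over 1.5 times. With either WT library left out, the WT value of AN7903 was 4.79 or 26.0, and with either Δ*pkaA* library left out, the Δ*pkaA* value of AN2622 was 15.7 or 7.13. All 5 genes of the emericellamide cluster fell too, and its polyketide synthase gene AN2547 was 109-fold lower. So did 5 of the 8 genes of the fellutamide cluster, among them AN3493, which was 8.20-fold lower. Each of these 6 clusters held more called genes in its direction than the other genes did (two-sided Fisher's exact test, adjusted p from 4.69e-08 for the dba cluster to 0.0201 for the penicillin cluster over 86 list tests). The test takes genes as independent, which neighbouring genes that move together are not, so these p-values overstate the evidence. With only genes of at least 100 normalized reads, the adjusted p of the terrequinone cluster was 0.378. Adjusted over the list alone, the same numbers of genes passed in each of the 6 clusters. Other clusters among the lists did not pass. Of 16 sterigmatocystin genes, 4 were higher, 2 were lower and 10 were not called. In the orsellinic acid cluster 2 of 5 were lower, and in the asperfuranone cluster 1 of 6 was higher. Of 3 asperthecin genes 1 was higher and 1 was lower, and 0 of 4 monodictyphenone and 0 of 2 austinol genes were called. Among 47 backbone enzymes of secondary metabolism, 8 were higher and 16 were lower, or 9 and 16 when adjusted over the list alone (adjusted p = 0.938 and 0.00661 in the same test).

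**Figure D1:**
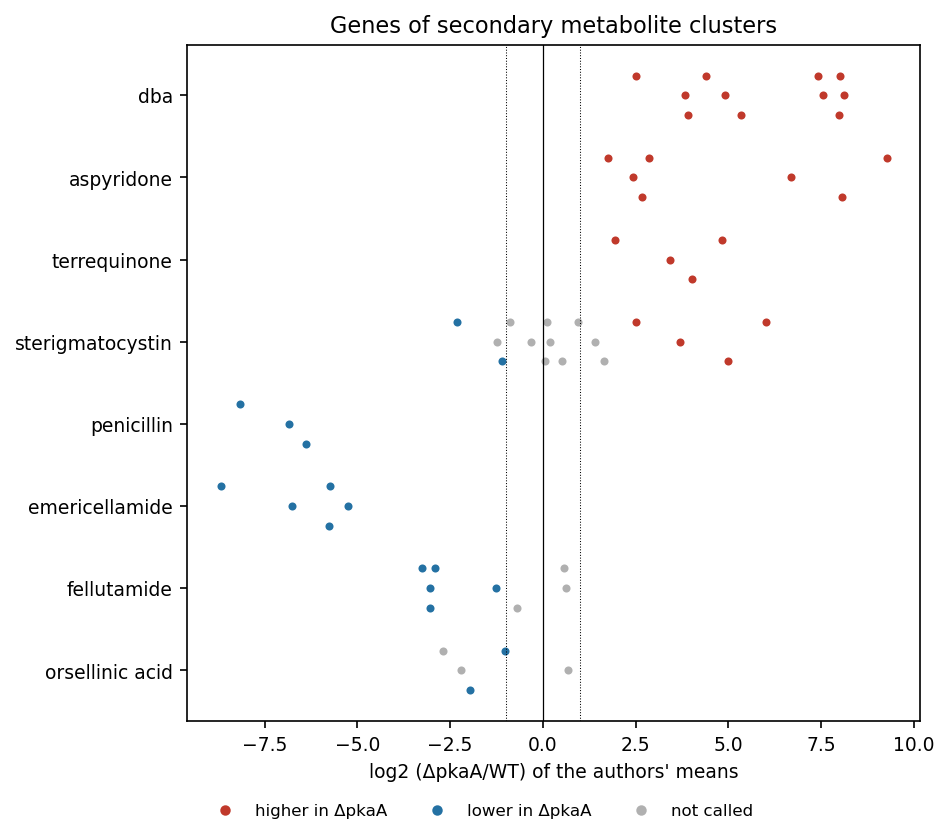
Log2 ratio of the authors' means, Δ*pkaA* over WT, of each tested gene with reads in both strains in 8 clusters for secondary metabolites. Each point is 1 gene, and colors give the call. The dba, aspyridone and terrequinone points all lie above 1, from 1.74 to 9.28, and the penicillin and emericellamide points all lie below -5. A few points rest on 1 to 3 reads in 1 strain, where the ratio is imprecise.

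Across all genes, 1476 were higher and 1394 were lower in Δ*pkaA*, together 27.2% of the 10545 genes with a P, and 7675 were not called. By at least 4-fold, 823 rose and 628 fell. Among the 10 genes with the largest decrease, of those with at least 100 normalized reads in WT, were 3 consecutive gene numbers, AN3227 for a predicted monooxygenase, AN3228 for a predicted prenyltransferase and AN3229 for a putative aryl-alcohol oxidase. AN3227 had a mean of 2364 normalized reads in WT and no read in Δ*pkaA*, at least 1548-fold lower, and AN3229 was 638-fold lower. AN3228 rested on 3 reads in Δ*pkaA*, and its 4123-fold decrease had a 95% counting interval from 1420 to 20130. Its Δ*pkaA* value, 1.51, was 0.980 or 2.04 with either Δ*pkaA* library left out. The same 10 held AN8910, for a putative polyketide synthase, which fell from 11412 to 5.51, and AN8928, for a putative ABC transporter, which fell from 12255 to 15.6. Among genes with reads in both strains and at least 100 normalized reads in 1 of them, the largest increases included those of AN1567, from 2.96 to 16481, and of AN12082, with a predicted role in transmembrane transport, from 2.00 to 3580. AN2655, for a predicted oxidoreductase, had 289 in Δ*pkaA* and no read in WT, at least 185-fold higher, a bound that gives it no rank. A P of at most 7.2e-52 for AN1567, AN12082 and AN2655 stands in the authors' deposited table. Folds against so few reads are imprecise, and with 10 normalized reads added to both means the fold was 1273 for AN1567, 299 for AN12082, 541 for AN3228, 737 for AN8910 and 480 for AN8928. In the same way it was 45.1 for AN8411, 15.0 for AN8520, 157 for AN7903 and 152 for AN2622. Of the 94 genes for cytosolic ribosomal proteins, 1 was higher, 0 were lower and 93 were not called (DESeq), with the same counts when adjusted over the list alone. The shares called, 1.06% higher and 0% lower, lay below the 15.5% and 14.6% of the other genes (two-sided Fisher's exact test, adjusted p = 7.44e-05 and 2.36e-05). The list's median log2 ratio was 0.33, above that of 99.97% of random lists of genes of like transcript level, and at a P under 0.05 without the limit on the change, 41 genes lay above their WT mean and 4 below. Of 197 genes for the cell cycle and DNA replication, 2 were higher and 13 were lower, as also when adjusted over the list alone, again fewer than among the other genes (adjusted p = 3.56e-10 and 0.00665 in the same test).

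**Figure D2:**
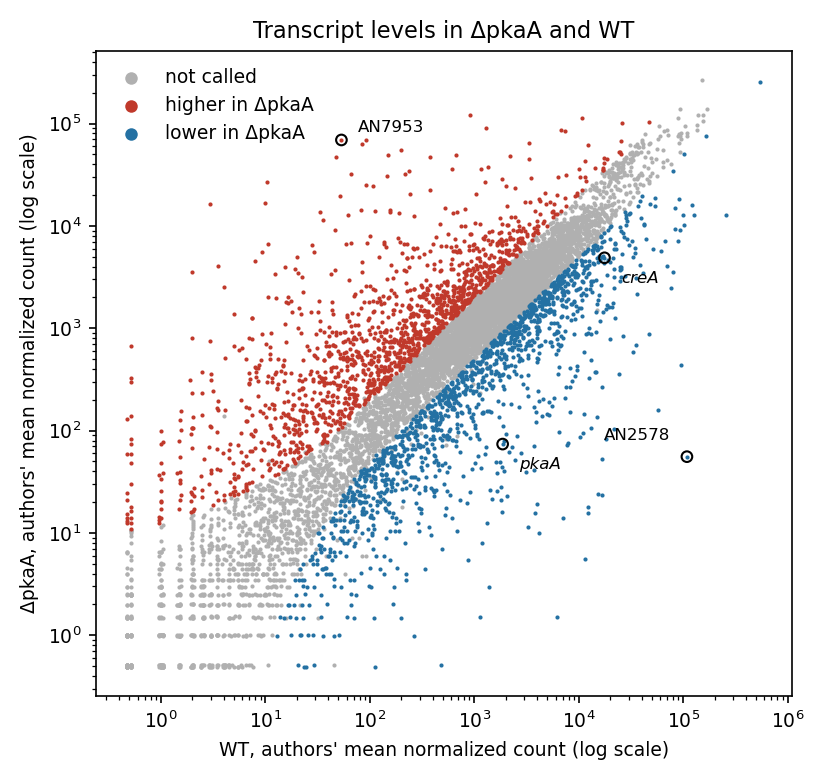
The authors' mean of normalized reads in Δ*pkaA* against that in WT, both on log axes, for the 10197 genes above 0 in both strains. Each point is 1 gene. The 1455 genes called higher lie above the diagonal and the 1384 called lower below it, while 7358 were not called. *pkaA*, *creA*, AN7953 and AN2578 are circled.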

Because PKA is involved in many processes, deletion of *pkaA* affected gene expression very broadly. RNA-seq results showed that 125 TFs were differentially transcribed. 

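The 5 largest increases among TF genes with at least 100 normalized reads included those of AN10463, from 3.00 in WT to 312, of AN8447, from 2.48 to 141, and of AN7896, from 186 to 7560. AN7896 encodes a zinc cluster TF of the dba cluster, and its WT value was 110.1 or 261 with either WT library left out. The largest decreases in the same set were those of AN6788, a putative TF gene that was 107-fold lower at 71.6 against 7668, and of AN2020, 26.9-fold lower at 344 against 9250. *flbD* (AN0279), for a regulator of asexual and sexual development, fell from 6800 to 692 (P = 3.88e-86 in the authors' deposited table). Of 393 TF genes tested, 122 were called, of which 77 were higher and 45 were lower, and 271 were not called. Adjusted over the list alone, 79 were higher and 45 were lower. The study drew Table S6 from these same libraries, so the counts are not independent evidence. By at least 4-fold, 38 TF genes rose and 17 fell. Of the TF genes 19.6% were higher and 11.5% lower, against 15.2% and 14.6% of the other genes, and neither share passed the test (two-sided Fisher's exact test, adjusted p = 0.0946 and 0.259 over 86 list tests). For AN10463 the 2 libraries held 280 and 346 reads in Δ*pkaA* and 3 in each WT library, so its 104-fold increase is imprecise. With 10 normalized reads added to both means, the increase was 24.8-fold for AN10463 and 12.1-fold for AN8447.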

A total of 44 TFs were downregulated and 81 were upregulated in the absence of PKA (Table S6). Of the TFs that were downregulated, CreA, an important carbon catabolite repressor in A. nidulans (14), had a 3.6-fold-lower expression level in the knockout strain. 

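The mean of *creA* (AN6195) was 4880 normalized reads in Δ*pkaA* and 17652 in WT, and on the log2 scale it fell by 1.86. The authors' deposited table gives it a P of 1.73e-32 and a q of 2.85e-31, and lists the gene from 966596 to 968656 on the plus strand.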

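Genes for the breakdown of plant polysaccharides went both ways in Δ*pkaA*. The lists follow words in functional descriptions, so some members have another role. Of 19 genes for starch breakdown, 7 were higher and 2 were lower, or 8 and 2 when adjusted over the list alone. The higher genes included AN10702, whose orthologs are alpha-glucosidases of protein N-linked glycosylation. The alpha-amylase gene AN3388 rose 197-fold, from 19.2 normalized reads in WT to 3766 (P = 3.69e-113 in the authors' deposited table). The alpha-glucosidase gene AN8953 rose from 344 to 2953, and its WT value was 169 or 519.5 with either WT library left out. Of 23 genes for xylan breakdown, among them AN7505 for an alpha-xylosidase that acts on xyloglucans, 8 were higher and 3 were lower. The counts were the same when adjusted over the list alone, and AN7505 was called higher. The higher genes of this list included the xylanase gene AN7401, with no read in WT and a mean of 126 in Δ*pkaA*, at least 80.9-fold higher, and the beta-xylosidase gene AN7864, which rose from 11.6 to 180.0. With 10 normalized reads added to both means, AN3388 rose 129.5-fold and AN7864 rose 8.81-fold. Of 42 genes for cellulose breakdown, 7 were higher and 14 were lower, and these counts stayed when adjusted over the list alone. The endoglucanase gene AN1041 rose from 618 to 4747, while *cbhB* (AN0494), for a cellobiohydrolase, fell 5.80-fold, from 1180 to 203 (P = 5.1e-40 in the authors' deposited table). Of 37 genes for pectin breakdown, 6 were higher and 7 were lower. Of 25 genes for mannan and galactan breakdown, 4 were higher and 5 were lower, and in both lists the counts were the same when adjusted over the list alone. Among them the alpha-galactosidase gene AN8138 rose 18.8-fold, from 29.4 to 552. The share of lower genes passed the test for cellulose breakdown (two-sided Fisher's exact test, adjusted p = 0.0144 over 86 list tests), and the share of higher genes did not (adjusted p = 1). For the lower genes of this list the adjusted p ran from 0.0143 to 0.794 over 5 alternatives, and it was over 0.05 with genes of at least 100 normalized reads and with a log2 limit of 2. The shares of higher genes did not pass for starch breakdown (adjusted p = 0.0833 in the same test) or xylan breakdown (adjusted p = 0.0828). Against 10000 random lists of genes matched in level, the median log2 ratio exceeded 99.8% for starch, 89.4% for xylan, 34.9% for mannan and galactan, 13.3% for pectin and 9.32% for cellulose.

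**Figure D3:**
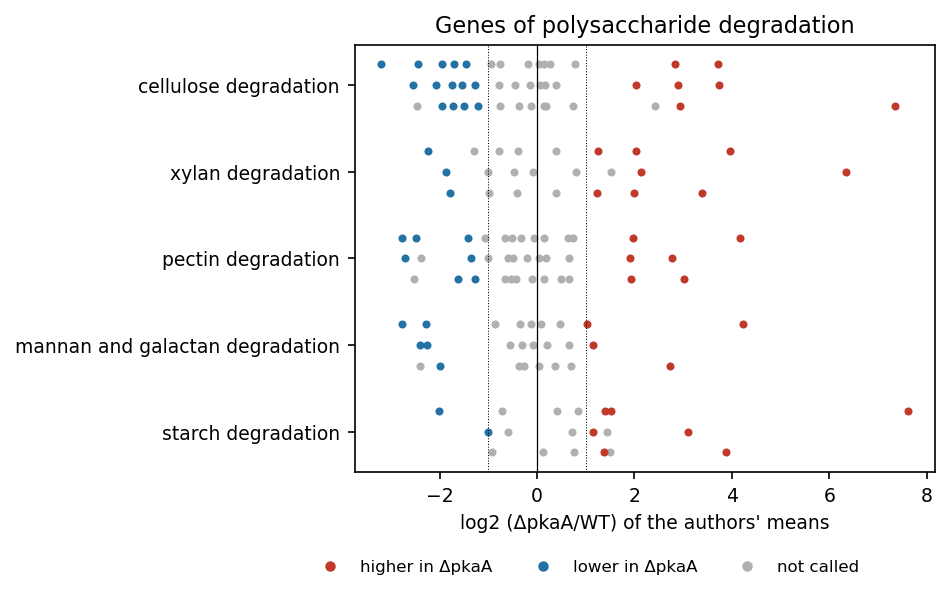
Log2 ratio of the authors' means, Δ*pkaA* over WT, for each tested gene of 5 lists of polysaccharide breakdown. Each point is 1 gene, colors give the call, and dotted lines mark log2 ratios of -1 and 1. The lists range from -3.20 to 7.36 for cellulose, from -2.23 to 6.34 for xylan, from -2.78 to 4.17 for pectin, from -2.77 to 4.23 for mannan and galactan, and up to 7.62 for starch. The highest xylan point, AN7401, is a lower bound because WT had no read.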

Since CreA represses transcription of cellulases and xylanases, we observed that the levels of expression of several genes related to carbohydrate metabolism change significantly [−1.0 < log_2_ (Δ*pkaA*/wt) < 1.0] in the PKA deletion strain compared to the WT (Fig. 3). Our data also imply that PKA regulation occurs by both differential phosphorylation of TFs and altered TF transcription levels.

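The TF genes of Table 1 were selected for ratios within the window, so that selection left none that could be called, while *creA* (AN6195) belonged to the TF genes called lower. From TFs whose phosphorylation differed at similar transcript levels and TFs whose transcript levels differed, the paper proposes that PKA acts on TFs by both routes. It links the changes in genes of carbohydrate metabolism to the repression that CreA exerts on cellulase and xylanase genes.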

**FIG 3:**
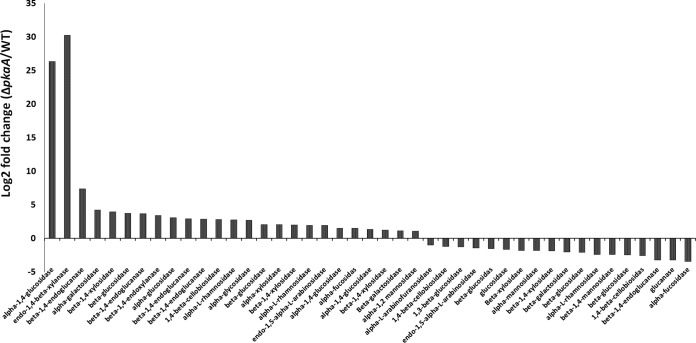
Hemicellulase transcription change (Δ*pkaA*/WT). Log_2_ fold change in the expression of glycosyl hydrolases when fungi were cultivated for 20 h in rich media with glucose as the carbon source.

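Of 147 glycosyl hydrolase genes with a P, 53 were called, of which 28 were higher and 25 were lower in Δ*pkaA*. Among the 127 with at least 10 normalized reads in 1 strain, 27 were higher, 25 were lower and 75 were not called, and the counts were the same when adjusted over the list alone. The shares were 21.3% higher and 19.7% lower, against 15.3% and 14.4% of the other genes. Neither share passed the test against the other genes (two-sided Fisher's exact test, adjusted p = 0.259 in both directions over 86 list tests). Each direction was tested alone, so the share called in either direction was not tested. The genes were grouped by enzyme after their values were seen, with no test of the groups. Of 11 alpha-glucosidase genes, 4 rose and 7 were not called, of 5 xylanase genes, 2 rose and 3 were not called, and of 8 rhamnosidase genes, 2 rose and 6 were not called. Of 13 galactosidase genes, 3 rose and 1 fell. Of 5 cellobiohydrolase genes, 1 rose and 3 fell, and of 23 mannosidase or mannanase genes, 2 rose and 4 fell. Other groups were balanced or nearly so. Of 9 beta-xylosidase genes, 3 rose and 2 fell. In the 12 arabinosidase or arabinofuranosidase genes 1 rose and 1 fell, and in the 3 fucosidase genes 1 rose and 1 fell. The endo-mannanase gene AN3358 fell from 140 normalized reads in WT to 20.4 in Δ*pkaA* (P = 1.84e-13 in the authors' deposited table). The alpha-glucosidase gene AN7120, named after its values were seen, had 5 and 12 reads in the Δ*pkaA* libraries and none in WT, which is a bound of at least 5.40-fold higher (P = 0.0096 in the authors' deposited table).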

10.1128/mBio.02825-18.10 TABLE S6 Differentially transcribed transcription factors in the Δ*pkaA* strain. 

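Table S6 gives the authors' means, fold and DESeq statistics of 126 TF genes, and its means in Δ*pkaA* were those of the deposited table to within 0.000417%. The fold in it is under 1 for 45 genes and over 1 for 81. Of the 126, 122 passed both limits, and 4 had a P of 0.01 or more in the authors' deposited table. These 4, named after their values were seen, were AN11195 with P = 0.0294, AN0738 with P = 0.0263, AN7820 with P = 0.035 and AN1029 with P = 0.013, all higher in the authors' means in Δ*pkaA*. By limma on the recovered libraries, all 4 passed at an adjusted p under 0.05 with the same log2 limit, and AN1029 had a log2 ratio of 1.75 (standard error 0.37, adjusted p = 0.00654). Of the 4 limma fits that each left out 1 library, AN1029 passed in 4, AN11195 and AN0738 in 2 and AN7820 in 1. AN1029 had means of 24.4 normalized reads in Δ*pkaA* and 6.47 in WT, and AN11195 had 210 and 88.8.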

Download Table S6, XLSX file, 0.03 MB. Copyright © 2019 Ribeiro et al. 2019 Ribeiro et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### CreA regulation.

Although our results showed numerous proteins that were equally transcribed and differentially phosphorylated, most of the proteins were uncharacterized or of unknown function. Therefore, we selected CreA, a transcription factor that has been well characterized in terms of the genes it regulates, the conditions in which it is active, and its functional localization, to study the effects of the phosphosites identified in our results. In the Δ*pkaA* strain, CreA was shown to be regulated both transcriptionally (i.e., 3.6-fold-lower expression in the Δ*pkaA* strain) and posttranslationally (S319 phosphorylated in the wild type and not in the Δ*pkaA* mutant). We note that in a previous A. nidulans study, we created a TAP-tagged version of CreA (47). We then grew this CreA:TAP strain in xylan, transferred it to glucose for various lengths of time (i.e., 5, 10, 15, and 30 min), and then immunoprecipitated CreA. We saw no physical interaction between CreA and the catalytic subunit of PKA (47). This evidence and the fact that we did not observe CreA when we immunoprecipitated PkaA:GFP (described above) strongly imply that CreA is not physically interacting with PkaA nor is it interacting in a very transient and/or weak manner. Further, a motif-based analysis (NetworKIN 3.0) predicts S319 to be a direct substrate of Stk22 kinase (AN5728). These data led us to hypothesize that PKA mediates CCR by at least two nonexclusive mechanisms. (i) It increases *creA* mRNA levels, thereby enhancing the repression of glycosyl hydrolases and other glucose-repressed genes. (ii) One kinase in the PKA pathway (possibly Stk22, AN5728), phosphorylates CreA to presumably enforce transcriptional repression of glycosyl hydrolases, among others. 

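Genes for alternative carbon sources and for sugar uptake went both ways in Δ*pkaA*. AN8979, for the alcohol dehydrogenase of ethanol use, a gene under glucose repression, rose 632-fold, from 4.00 normalized reads in WT to 2527 (P = 2.74e-196 in the authors' deposited table). With 4 reads in each WT library this fold is imprecise, and with 10 normalized reads added to both means it was 181-fold. AN5833, for a putative acetyl-CoA synthase, rose from 213 to 1076. AN6669, for a high-affinity glucose transporter, rose from 7336 to 84208, and AN6923, for a putative high-affinity hexose transporter, rose from 248 to 1917. AN5860, for a low-affinity glucose transporter, fell 55.9-fold, from 32755 to 586. Of 27 sugar transport genes, 10 were higher and 7 were lower, with the same counts when adjusted over the list alone, and the share of higher genes passed the test (two-sided Fisher's exact test, adjusted p = 0.0280 over 86 list tests). The share of lower genes, 25.9% against 14.5% of the other genes, did not pass (adjusted p = 0.259 in the same test), but passed with a log2 limit of 2 (adjusted p = 0.0451, with up to 0.378 over 5 alternatives). Of 33 genes for gluconeogenesis and the use of C2 compounds, 9 were higher and 8 were lower, the same as when adjusted over the list alone. These shares were 27.3% and 24.2%, against 15.3% and 14.5% of the other genes. Neither passed, with each direction tested alone (adjusted p = 0.259 and 0.320 in the same test). AN5728, the gene of the predicted Stk22 kinase, had means of 6832 in Δ*pkaA* and 5510 in WT, a ratio of 1.24 with P = 0.0837 in the authors' deposited table, and was not called.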

To test the hypothesis that phosphorylation of S319 plays a critical role in the ability of CreA to mediate CCR, we mutated CreA residue S319 (Fig. 4A), identified in our phosphoproteomic analysis, to an alanine (S319A) and fused this construct to GFP (CreA^S319A^::GFP). Subsequently, we investigated the expression of cellulase activity (Fig. 4B) and CreA::GFP nuclear localization (Fig. 4C and D; see also Fig. S1 in the supplemental material) in this strain.

**FIG 4:**
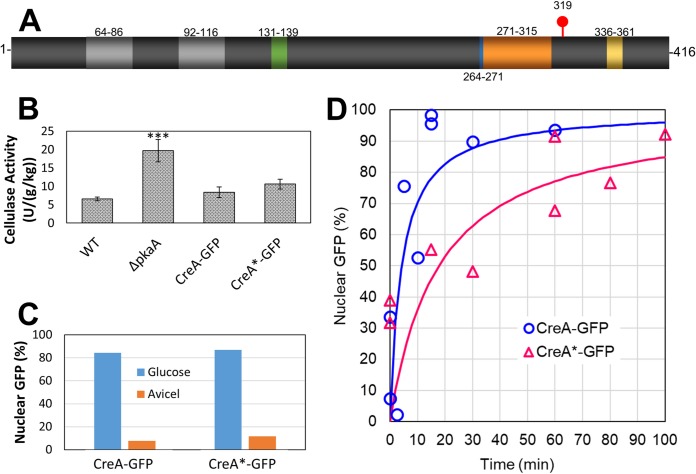
Comparison of wild type CreA-GFP and phosphonull strain containing CreA^S319A^ (CreA*-GPF). (A) CreA protein showing subdomains. The zinc fingers (light gray), polyalanine-rich region (green), acidic region (blue), conserved region (orange), and repressing region (yellow) subdomains are shown. (B) Comparison of cellulase activity expression during growth on Avicel as the substrate. The *** indicates significant difference between the Δ*pkaA* strain and all other strains. (C) Nuclear localization of CreA-GFP and CreA*-GFP when grown for 16 h in either glucose or Avicel. (D) Nuclear import of CreA-GFP and CreA*-GFP as a function of time after switch from ethanol to glucose as the carbon source. The lines are models fitted as described in the text.

10.1128/mBio.02825-18.1 FIG S1 Microscopy of CreA::GFP and CreA(S319A)::GFP for cellular localization. Download FIG S1, JPG file, 0.1 MB. Copyright © 2019 Ribeiro et al. 2019 Ribeiro et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

In A. nidulans, CreA consists of two C2H2-type zinc fingers (necessary for DNA binding), an alanine-rich region, an acidic region, and a conserved region, followed by a region that is required for the repression mediated by CreA (Fig. 4A) (28, 48). Only the repressing region has been functionally characterized, and few studies have investigated CreA posttranslational regulation (28). As the main repressor in CCR, CreA inhibits the expression of numerous hydrolytic enzymes. In T. reesei, dephosphorylation of the CreA homologue Cre1 at residue S241 is necessary for binding to target DNA and repression of transcription (30). In another study, Alam et al. (49) have identified two peptides that were phosphorylated in CreA when A. nidulans was cultivated under repressing conditions and not phosphorylated under derepressing conditions. Among the two phosphopeptides, they found the sites S289, S312, and S319 to be phosphorylated only in the presence of glucose. To characterize the mutant CreA^S319A^ strain phenotype, we assayed for cellulase activity (Fig. 4B), xylanase activity (Fig. S2B), radial growth in carboxymethyl cellulose, allyl alcohol, and 2-deoxy-D-glucose (Fig. S2). In all cases, we find no phenotypic difference between the wild-type CreA and CreA^S319A^ strains. In accordance with a previous study (29), the *pkaA* deletion strain showed a significant increase in cellulase activity which was expected since transcription of several glucanases was higher in the deletion strain (Fig. 3). However, there was no difference in activity in the CreA^S319A^ strain (Fig. 4B). 

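Among glucanase genes, transcripts of the endoglucanase gene AN2388 rose from 151 normalized reads in WT to 1976 in Δ*pkaA*, and those of the beta-glucosidase gene AN3903 rose 4.11-fold, from 523 to 2149 (P = 9.53e-33 in the authors' deposited table). The endoglucanase gene AN3046, named after its values were seen, had 240 and 391 reads in the Δ*pkaA* libraries and 0 and 4 in the WT libraries. Of 15 endoglucanase genes, 4 rose, 6 fell and 5 were not called. Of 25 beta-glucosidase genes, 2 rose, 3 fell and 20 were not called. Of 5 cellobiohydrolase genes, 1 rose, 3 fell and 1 was not called. These groups were formed after the values were seen, with no test of the groups. The transcripts were measured in YGV with 2% glucose, whereas the cellulase activity came from growth on Avicel, so the conditions differ.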

CreA is known to display nuclear localization in the presence of glucose (33), a repressive condition. However, upon derepression, CreA is dispersed throughout the cytoplasm (33). We found that localization of CreA^S319A^ was unaffected during growth in glucose (Fig. 4C). However, when the fungus was cultivated in derepressing conditions (i.e., ethanol) for 16 h and then switched to glucose, CreA^S319A^::GFP did not migrate to the nucleus at the same rate as the CreA::GFP in the control (WT) strain (Fig. 4D and Fig. S1). We used a simple, saturation, kinetic model to estimate saturation constants for both CreA::GFP and CreA^S319A^::GFP (equation 1).

(1) $$\text{Nuclear GFP}(\%)=\frac{Y_{\text{max}}\text{time}}{K_{m}+\text{time}}$$

where Nuclear GFP (%) is the fraction of nuclei containing GFP (i.e., CreA), *Y*_max_ is assumed to be 100%, and *K_m_* is the saturation constant. Values for *K_m_* for the wild-type control (CreA::GFP) and CreA phosphonull mutant (CreA^S319A^::GFP) are 17.8 and 4.2 s, respectively, implying that the phosphonull CreA takes approximately 4 times longer to enter the nucleus, and thus, the CreA^S319^ phosphosite appears important for efficient CreA nuclear import. However, the mutation does not completely prevent CreA from travelling to the nucleus. Previous work has shown that the deletion of the conserved, repressor, and alanine-rich subdomains affect CreA localization (28). The phosphosite investigated here, S319, is located very close to the conserved domain and is also proximal to the repressing domain. In one study, the deletion of the conserved subdomain abolished growth on cellulose, which was not observed for CreA^S319A^ (28). In addition, growth in glucose or cellulose was not affected by deletion of the repressor domain (28). Although the mechanism of CreA nuclear import remains incompletely understood, our results suggest that S319 phosphorylation regulates the dynamics of CreA nuclear transport.

10.1128/mBio.02825-18.2 FIG S2 Effects of CreA mutation (S319A) on different known CreA targets. Download FIG S2, JPG file, 0.1 MB. Copyright © 2019 Ribeiro et al. 2019 Ribeiro et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To determine whether expression levels of GFP-tagged, phosphonull CreA^S319A^ were similar to those of GFP-tagged CreA we grew fungi in minimal medium with glucose, isolated cellular proteins, and performed Western blotting (Fig. S3). We find a significant increase in expression of GFP-tagged phosphonull CreA^S319A^ but similar stabilities of CreA in both strains. While it is not clear why there was an increase in expression, both strains showed similar cellulase activity (Fig. 4B), implying that this increase did not impact cellular phenotype.

10.1128/mBio.02825-18.3 FIG S3 Western blot of CreA(S319A)::GFP compared to CreA::GFP. Download FIG S3, JPG file, 0.1 MB. Copyright © 2019 Ribeiro et al. 2019 Ribeiro et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Conclusion.

In this work, we were able to comprehensively identify both direct and indirect targets of PKA phosphorylation in A. nidulans, as well as genes whose expression depends on the presence of PKA. In the PKA deletion strain, transcription factor CreA was found to be down phosphorylated at S319. Recently, we have immunoprecipitated A. nidulans CreA:TAP under repressing and derepressing conditions using glucose or xylan, respectively, as the single carbon source (47). In both conditions, we have not seen PkaA interacting physically with CreA (47). Together with the results shown here, these data strongly indicate that PkaA is not physically interacting with CreA or that this interaction is very transient and/or weak. Thus, it is quite likely that CreA S319 is phosphorylated by another kinase regulated by PkaA and thus is an indirect target of PKA. Functional analysis of CreA^S319^ revealed its importance for timely nuclear import. Besides providing a broad overview of the PKA regulatory network in a model filamentous fungus, our results will also facilitate detailed functional investigation of PKA phosphorylation events and their role(s) in growth and development.

## MATERIALS AND METHODS

### Strains, cell culture, and media composition.

Two strains were used for phosphoproteomic and transcriptomic analysis, strains FGSC A1405 (also described as WT in this work) and FGSC A1358 (PKA deletion mutant). The *PkaA*::*GFP* construction used in this work was made by the method of de Assis et al. (29). Strains AGB551 (Δ*nkuA*::*argB pyrG89 pyroA4 veA*+) and TNO2A3 (*pyroA4 pyrG89 chaA1 ΔnKuA*::*argB*) were used as a genetic background. *CreA*::*GFP* and *CreA*(*S319A*)::*GFP* constructions were made by the method of de Assis et al. (29). TNO2A3 was used as a genetic background. The two media used were YGV (2% glucose, 0.5% yeast extract, and vitamins) and minimal medium. Minimal medium consists of 1% (wt/vol) carbon source (50 ml of salt solution [120 g/liter NaNO_3_, 10.4 g/liter KCl, 30 g/liter KH_2_PO_4_, and 10.4 g/liter MgSO_4_]), 1 ml of 5× trace elements (22.0 g/liter ZnSO_4_, 11 g/liter boric acid, 5 g/liter MnCl_2_, 5 g/liter FeSO_4_, 1.6 g/liter CoCl, 1.6 g/liter CuSO_4_, 1.1 g/liter (NH_4_)_2_MoO_4_, and 50 g/liter EDTA), and 0.01 g/liter pyridoxine. Brieﬂy, 10^7^ fresh spores were inoculated into 50 ml of liquid YGV (pH 3.5) and grown at 28°C and 250 rpm for 13 h. This culture, comprised of germinating spores, was poured into 2.8-liter baffled Fernbach flasks holding 1.2 liters of YGV (pH 6.5) and incubated at 28°C and 250 rpm for 20 h.

### Extraction and digestion of intracellular proteins for phosphoproteomics.

Mycelia from FGSC A1405 (WT) and FGSC A1358 (PKA deletion) were harvested after 20 h of growth (during logarithmic growth phase; growth curves shown in Fig. S4 in the supplemental material) by passing the culture through a Buchner funnel and immediately freezing mycelia in liquid nitrogen. Frozen mycelia were ground into powder by using a mortar and pestle, and RIPA buffer (Thermo Fisher Scientific) was used to extract protein with a 15-min incubation at 4°C and constant agitation. The mixture was centrifuged at 10,000 × *g* for 20 min, and the supernatant was collected and processed for protein concentration by BCA protein assay (ThermoFisher Scientific Inc., Rockford, IL). Five hundred micrograms of protein was purified by 3-kDa-molecular-weight cutoff ultrafiltration (Centriprep YM-3; Millipore, Billerica, MA) followed by trichloroacetic acid (TCA) precipitation. TCA was added to protein extract at 10% final concentration (wt/vol, made fresh), vortexed for 15 s, and placed on ice for a minimum of 20 min. The samples were centrifuged at 14,000 × *g* and 4°C for 15 min, and the supernatant was removed. The pellet was washed with cold acetone and then centrifuged at 14,000 × *g* and 4°C for 10 min. The acetone was discarded, and the samples were air dried. Protein (500 μg) was reduced with Tris(2-carboxyethyl)phosphine, alkylated with iodoacetamide, and digested with sequencing-grade trypsin (Promega, Madison, WI). Peptides were lyophilized, and phosphopeptides were enriched using Pierce TiO2 Phosphopeptide Enrichment and Clean-up kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Samples were then lyophilized.

10.1128/mBio.02825-18.4 FIG S4 Growth curves of the WT and PKA knockout strains. Download FIG S4, JPG file, 0.1 MB. Copyright © 2019 Ribeiro et al. 2019 Ribeiro et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### LC-MS/MS for phosphopeptides.

After phospho-enrichment, samples were resolved in 10 μl of acetonitrile (ACN)/H_2_O/fatty acid (FA) (5/95/0.1, vol/vol/vol) for LC-MS/MS analysis. The samples were analyzed in triplicate on a nanoLC (NanoAcquity; Waters Corporation, Milford, MA) coupled to a Orbitrap Fusion Tribrid mass spectrometer (Thermo Fisher, San Jose, CA). For each run, 2 μl of sample was loaded on a C_18_ precolumn (100-μm inner diameter [i.d.] by 20 mm; 5 μm) at a flow rate of 4 μl/min for 5 min, using a loading buffer of ACN/H_2_O/FA (5/95/0.1, vol/vol/vol). Peptide separation was performed on a C_18_ analytical column (75-μm i.d. by 180 mm; 5 μm) at a flow rate of 250 nl/min in a 95-min gradient by using mobile phase A (0.1% formic acid in water) and mobile phase B (0.1% FA in acetonitrile). The gradient elution started at 5% mobile phase B, increased to 35% at 60 min and then 80% at 65 min, and was held at 80% for 5 min before a 25-min reequilibration at 5%. The eluting peptides were interrogated with an Orbitrap Fusion mass spectrometer running a data-dependent LC-MS/MS method with the Top Speed decisions selection. FTMS1 spectra were collected using the following parameters: scan range of 350 to 1,800 *m/z*, resolving power of 120K, AGC target 4E5, and maximum injection time of 50 ms. ITMS2 spectra were collected using the following parameters: rapid scan rate, CID NCE 35, 1.6 *m/z* isolation window, AGC target 1E4, and maximum injection time of 50 ms. MS2 precursors were selected for a 3-s cycle. Precursors with an assigned monoisotopic *m/z* and a charge state of 2 to 7 were interrogated. Precursors were filtered using a 60-s dynamic exclusion window.

### Data analysis for phosphoproteomics.

Raw mass spectrometric data were analyzed in the MaxQuant environment (50) v.1.5.0.0 and employed Andromeda for database search (51). The MS/MS spectra were matched against the Aspergillus nidulans Uniprot FASTA database. Enzyme specificity was set to trypsin, and the search included cysteine carbamidomethylation as a fixed modification and N-acetylation of protein, oxidation of methionine, and/or phosphorylation of Ser, Thr, and Tyr residues (STY) as variable modifications. Up to two missed cleavages were allowed for protease digestion, and peptides had to be fully tryptic. The maximum peptide and site false-discovery rates were specified as 0.01. We used Student test for testing differences between the means of two conditions. Two-tailed hypothesis test at the 0.05 level of significance was applied.

### RNA-seq analysis.

Samples for transcriptomics were obtained from the same cultures used for phosphoproteomic samples. Harvested cells were immediately frozen, crushed, and prepped for RNA-seq analysis. For RNA-seq analysis, sequencing libraries were constructed from RNA samples using TruSeq RNA Sample Preparation kit v2 (Illumina, Inc., San Diego, CA), and 100-bp reads were generated on the Illumina Genome Analyzer IIx platform (Illumina, Inc., San Diego, CA). RNA-seq output data were checked for base quality and aligned to the reference genome of Aspergillus nidulans (www.aspgd.org/) using bowtie2, and the read counts were normalized using HT-Seq. Differential expression analysis was done using DESeq software (52). Genes were called differentially expressed based on log_2_ fold change, and significance is estimated for *P* values less than 0.01.

### Protein extraction for *pka*::*GFP* pulldown.

Crude protein extracts from mycelia were obtained by extraction from ground mycelia with B250 buffer (250 mM NaCl, 100 mM Tris-HCl [pH 7.5], 10% glycerol, 1 mM EDTA, and 0.1% NP-40) supplemented with 1.5 ml/liter 1 M DTT, 2 tablets/100 ml Complete-mini Protease Inhibitor Cocktail EDTA-free (Roche), 3 ml/liter 0.5 M benzamidine, 10 ml/liter 100× phosphatase inhibitors (10 M NaF, 5 M Na vanadate, 8 M β-glycerol phosphate), and 10 ml/liter 100 mM PMSF.

### GFP tag protein purification.

The GFP-tagged protein complex was purified from crude protein extracts incubating 4 g ground mycelia in 4 ml B250 buffer described above. The total protein lysate was incubated with 40 μl GFP-Trap magnetic beads (Chromotek) for 4 h at 4°C. Beads were harvested using magnetics hack and washed three times using B250 buffer without DTT, being added only in the last wash step. The precipitated complex was digested using sequencing-grade modified trypsin (catalog no. V5117; Promega), and the desalinization step was made using Zip-Tip (catalog no. ZTC18S096; Millipore) according to the manufacturer’s instructions.

### LC-MS/MS protein identification for *pka*::*GFP* pulldown.

Digested peptides were separated using reversed-phase liquid chromatography with an RSLCnano Ultimate 3000 system (Thermo Scientific) followed by mass identification with an Orbitrap Velos Pro mass spectrometer (Thermo Scientific). Chromatographically separated peptides were on-line ionized by nanoelectrospray ionization (nESI) using the Nanospray Flex Ion Source (Thermo Scientific) at 2.4 kV and continuously transferred into the mass spectrometer. Full scans within *m/z* of 300 to 1,850 were recorded by the Orbitrap-FT analyzer at a resolution of 30.000 (using *m/z* 445.120025 as lock mass) with parallel data-dependent top 10 MS2- fragmentation in the LTQ Velos Pro linear ion trap. LC-MS method programming and data acquisition were performed with the software XCalibur 2.2 (Thermo Scientific) and method/raw data validation with the program RawMeat 2.1 (Vast Scientific).

MS/MS2 data processing for protein analysis and identification was done with either MaxQuant quantitative proteomic software in conjunction with Perseus software for statistical analysis or the Proteome Discoverer 1.3 (PD) (Thermo Scientific) and the Discoverer Daemon 1.3 (Thermo Scientific) software using the Sequest (and/or Mascot) peptide analysis algorithm(s) and organism-specific taxon-defined protein databases extended by the most common contaminants.

The interactions identified were submitted to filtering subtracting unspecific interactions from AGB551 as the genetic background strain grown under the same experimental conditions. MS interactions from duplicates for each time point with at least two unique peptides identified per protein were applied during the analysis; PkaA was identified in all pulldown assays as an internal control for tagged protein precipitation.

### GFP-Trap immunoprecipitation.

Total protein extracts from mycelia were obtained by extraction from ground mycelia with B250 extraction buffer (250 mM NaCl, 100 mM Tris-HCl [pH 7.5], 10% glycerol, 1 mM EDTA, and 0.1% NP-40) supplemented with 1.5 ml/liter of 1 M DTT, 1 pill/10 ml of the Complete-mini Protease Inhibitor Cocktail EDTA-free (Roche), 3 ml/liter of 0.5 M benzamidine, 100 μl/10 ml of phosphatase inhibitors P0044 (Sigma), and 10 ml/liter of 100 mM PMSF. GFP-Trap beads (40 μl) were equilibrated with 500 μl of extraction buffer and then centrifuged at 3,000 rpm at 4°C for 1 min; all the next wash steps were done under the same conditions. Five milligrams of total protein extract was incubated with GFP-Trap beads for 4 h at 4°C in a rotator shaker; after the incubation, the beads were washed two times using extraction buffer without DTT and one more additional wash with DTT. The supernatant was removed, and the GFP-Trap beads were incubated with 40 μl of 1× SDS sample buffer and boiled at 95°C for 5 min. The proteins (total) released from the beads were loaded into SDS-polyacrylamide gel (12%) for Western blotting as previously described (47).

### Fluorescence microscopy for nuclear localization.

For microscopy experiments, spores were grown on coverslips for image analysis. Briefly, coverslips bearing freshly harvested spores were inoculated in a small petri dish filled with 3 ml minimal medium supplemented with 1% Avicel or 1% glucose for 16 h at 22°C. When mycelia were grown in minimal medium supplemented with 1% Avicel or 1% ethanol, 1% glucose was added after 16 h. Images were taken after 2.5, 5, 10, 15, 30, 60, 80, and 100 min. Mycelia mounted on coverslips were washed with phosphate-buffered saline (PBS) (140 mM NaCl, 2 mM KCl, 10 mM NaHPO_4_, 1.8 mM KH_2_PO_4_ [pH 7.4]). The mycelia were then stained with 100 ng/ml Hoechst 33258 (Molecular Probes) for 2 min. The mycelia were washed again in water and examined using a Zeiss epifluorescence microscope with excitation wavelengths of 359 and 498 nm and emission wavelengths of 461 and 516 nm for Hoechst and GFP, respectively. Phase-contrast bright-field and fluorescent images were captured with an AxioCam camera (Carl Zeiss) and processed using AxioVision software version 3.1. Representative images (Fig. S1) show nuclear localization. Brightness and contrast have been altered identically in all images to better show CreA::GFP localization. To assess the rate of nuclear localization, data were subjected to nonlinear regression (equation 1) using PolyMath software (CACHE Corp.) to determine values of *K_m_*.

### Cellulolytic activity.

Enzymatic activity was measured by colorimetric assay using Avicel as a substrate. The reducing sugars were determined by the Miller procedure using glucose as the control (53). The reaction mixture (0.05 ml substrate [1%, wt/vol] in 50 mM sodium acetate buffer [pH 5.0] and 0.05 ml enzyme solution) was incubated at 50°C for 30 min. The reaction was stopped by adding 0.1 ml of dinitrosalicylic acid (DNS) and immediately boiling for 5 min. Quantification of the reducing sugars released as a result of enzyme activity was estimated by *A*_540_ measurements, where one unit of enzymatic activity was defined as the amount of enzyme that produced 1 μmol min^−1^ of reducing sugars.

### Site-directed mutagenesis of CreA.

The substitution of CreA S319 with alanine was introduced by site-directed mutagenesis, using oligonucleotides containing the mutation. The DNA cassette was constructed containing 1 kb of the upstream *creA* region, *creA* mutated, *pyrG*, and 1 kb of the downstream *creA* region. The plasmid pCreA/GFP containing the whole cassette was built using plasmid pUC19 as a backbone via Gibson assembly (54). The mutated CreA (S319A) was constructed by inverse PCR (55) of the pCreA/GFP plasmid, generating the construct pCreAS319A/GFP containing the mutated CreA gene. After fully sequencing pCreAS319A/GFP, the CreAS319A/GFP/pyrG cassette was PCR amplified and used to transform A. nidulans TNO2A3. Genomic DNA extraction was conducted for six transformants and submitted for sequencing to verify the absence of any additional base changes introduced into *creA* as a result of transformation.

### Data availability.

The RNA-seq data from this publication have been deposited into the GEO database (https://www.ncbi.nlm.nih.gov/geo/) and assigned the identifier or accession no. GSE116579.

## References

[1] LandryCR, LevyED, Abd RabboD, TarassovK, MichnickSW 2013 XExtracting insight from noisy cellular networks. Cell 155:983–989. doi:10.1016/j.cell.2013.11.003.24267884

[2] VidalM, CusickME, BarabásiA-L 2011 Interactome networks and human disease. Cell 144:986–998. doi:10.1016/j.cell.2011.02.016.21414488PMC3102045

[3] HolsbeeksI, LagatieO, PopovaY, RollandF, StolzF, Van De VeldeS, Van DijckP, VandormaelP, Van NulandA, Van RoeyK, Van ZeebroeckG, YanB 2005 Nutrient sensing systems for rapid activation of the protein kinase A pathway in yeast. Biochem Soc Trans 33:253–256. doi:10.1042/BST0330253.15667319

[4] CasadoC, GonzálezA, PlataraM, RuizA, AriñoJ 2011 The role of the protein kinase A pathway in the response to alkaline pH stress in yeast. Biochem J 438:523–533. doi:10.1042/BJ20110607.21749328PMC3253439

[5] FreitasFZ, de PaulaRM, BarbosaLCB, TerenziHF, BertoliniMC 2010 cAMP signaling pathway controls glycogen metabolism in Neurospora crassa by regulating the glycogen synthase gene expression and phosphorylation. Fungal Genet Biol 47:43–52. doi:10.1016/j.fgb.2009.10.011.19883780

[6] FullerKK, RichieDL, FengX, KrishnanK, StephensTJ, Wikenheiser-BrokampKA, AskewDS, RhodesJC 2011 Divergent protein kinase A isoforms co-ordinately regulate conidial germination, carbohydrate metabolism and virulence in Aspergillus fumigatus. Mol Microbiol 79:1045–1062. doi:10.1111/j.1365-2958.2010.07509.x.21210869PMC3065306

[7] LiebmannB, MüllerM, BraunA, BrakhageAA 2004 The cyclic AMP-dependent protein kinase A network regulates development and virulence in Aspergillus fumigatus. Infect Immun 72:5193–5203. doi:10.1128/IAI.72.9.5193-5203.2004.15322014PMC517480

[8] SøbergK, MoenLV, SkålheggBS, LaerdahlJK 2017 Evolution of the cAMP-dependent protein kinase (PKA) catalytic subunit isoforms. PLoS One 12:e0181091. doi:10.1371/journal.pone.0181091.28742821PMC5526564

[9] SantangeloGM 2006 Glucose signaling in Saccharomyces cerevisiae. Microbiol Mol Biol Rev 70:253–282. doi:10.1128/MMBR.70.1.253-282.2006.16524925PMC1393250

[10] RibeiroLFC, CheliusCL, HarrisSD, MartenMR 2017 Insights regarding fungal phosphoproteomic analysis. Fungal Genet Biol 104:38–44. doi:10.1016/j.fgb.2017.03.003.28288883

[11] OliverBG, PanepintoJC, FortwendelJR, SmithDL, AskewDS, RhodesJC 2002 Cloning and expression of pkaC and pkaR, the genes encoding the cAMP-dependent protein kinase of Aspergillus fumigatus. Mycopathologia 154:85–91. doi:10.1023/A:1015533406565.12086105

[12] BrownNA, RiesLNA, GoldmanGH 2014 How nutritional status signalling coordinates metabolism and lignocellulolytic enzyme secretion. Fungal Genet Biol 72:48–63. doi:10.1016/j.fgb.2014.06.012.25011009

[13] ZivC, GorovitsR, YardenO 2008 Carbon source affects PKA-dependent polarity of Neurospora crassa in a CRE-1-dependent and independent manner. Fungal Genet Biol 45:103–116. doi:10.1016/j.fgb.2007.05.005.17625933

[14] HubermanLB, LiuJ, QinL, GlassNL 2016 Regulation of the lignocellulolytic response in filamentous fungi. Fungal Biol Rev 30:101–111. doi:10.1016/j.fbr.2016.06.001.

[15] WangY, PierceM, SchneperL, GüldalCG, ZhangX, TavazoieS, BroachJR 2004 Ras and Gpa2 mediate one branch of a redundant glucose signaling pathway in yeast. PLoS Biol 2:E128. doi:10.1371/journal.pbio.0020128.15138498PMC406390

[16] MoirRD, LeeJ, HaeuslerRA, DesaiN, EngelkeDR, WillisIM 2006 Protein kinase A regulates RNA polymerase III transcription through the nuclear localization of Maf1. Proc Natl Acad Sci U S A 103:15044–15049. doi:10.1073/pnas.0607129103.17005718PMC1622776

[17] LiuX, LiH, LiuQ, NiuY, HuQ, DengH, ChaJ, WangY, LiuY, HeQ 2015 Role for protein kinase A in the Neurospora circadian clock by regulating White Collar-independent *frequency* transcription through phosphorylation of RCM-1. Mol Cell Biol 35:2088–2102. doi:10.1128/MCB.00709-14.25848091PMC4438235

[18] GornerW, DurchschlagE, Martinez-PastorMT, EstruchF, AmmererG, HamiltonB, RuisH, SchullerC 1998 Nuclear localization of the C2H2 zinc finger protein Msn2p is regulated by stress and protein kinase A activity. Genes Dev 12:586–597. doi:10.1101/gad.12.4.586.9472026PMC316529

[19] WeiM, FabrizioP, HuJ, GeH, ChengC, LiL, LongoVD 2008 Life span extension by calorie restriction depends on Rim15 and transcription factors downstream of Ras/PKA, Tor, and Sch9. PLoS Genet 4:e13. doi:10.1371/journal.pgen.0040013.18225956PMC2213705

[20] KleinC, StruhlK 1994 Protein kinase A mediates growth-regulated expression of yeast ribosomal protein genes by modulating RAP1 transcriptional activity. Mol Cell Biol 14:1920–1928. doi:10.1128/MCB.14.3.1920.8114723PMC358550

[21] CytryńskaMI, FrajntM, JakubowiczT 2001 Saccharomyces cerevisiae pyruvate kinase Pyk1 is PKA phosphorylation substrate in vitro. FEMS Microbiol Lett 203:223–227. doi:10.1111/j.1574-6968.2001.tb10845.x.11583852

[22] BarrettL, OrlovaM, MaziarzM, KuchinS 2012 Protein kinase A contributes to the negative control of SNF1 protein kinase in Saccharomyces cerevisiae. Eukaryot Cell 11:119–128. doi:10.1128/EC.05061-11.22140226PMC3272905

[23] HedbackerK, TownleyR, CarlsonM 2004 Cyclic AMP-dependent protein kinase regulates the subcellular localization of Snf1-Sip1 protein kinase. Mol Cell Biol 24:1836–1843. doi:10.1128/MCB.24.5.1836-1843.2004.14966266PMC350547

[24] CherryJR, JohnsonTR, DollardC, ShusterJR, DenisCL 1989 Cyclic AMP-dependent protein kinase phosphorylates and inactivates the yeast transcriptional activator ADR1. Cell 56:409–419. doi:10.1016/0092-8674(89)90244-4.2644045

[25] LeeJ, MoirRD, WillisIM 2015 Differential phosphorylation of RNA polymerase III and the initiation factor TFIIIB in Saccharomyces cerevisiae. PLoS One 10:e0127225. doi:10.1371/journal.pone.0127225.25970584PMC4430316

[26] BudovskayaYV, StephanJS, DeminoffSJ, HermanPK 2005 An evolutionary proteomics approach identifies substrates of the cAMP-dependent protein kinase. Proc Natl Acad Sci U S A 102:13933–13938. doi:10.1073/pnas.0501046102.16172400PMC1236527

[27] AlamMA, KellyJM 2017 Proteins interacting with CreA and CreB in the carbon catabolite repression network in Aspergillus nidulans. Curr Genet 63:669–683. doi:10.1007/s00294-016-0667-2.27915380

[28] RiesLNA, BeattieSR, EspesoEA, CramerRA, GoldmanGH 2016 Diverse regulation of the CreA carbon catabolite repressor in Aspergillus nidulans. Genetics 203:335–352. doi:10.1534/genetics.116.187872.27017621PMC4858783

[29] de AssisLJ, RiesLNA, SavoldiM, Dos ReisTF, BrownNA, GoldmanGH 2015 Aspergillus nidulans protein kinase A plays an important role in cellulase production. Biotechnol Biofuels 8:213. doi:10.1186/s13068-015-0401-1.26690721PMC4683954

[30] CziferszkyA, MachRL, KubicekCP 2002 Phosphorylation positively regulates DNA binding of the carbon catabolite repressor Cre1 of Hypocrea jecorina (Trichoderma reesei). J Biol Chem 277:14688–14694. doi:10.1074/jbc.M200744200.11850429

[31] SmithFC, DaviesSP, WilsonWA, CarlingD, HardieDG 1999 The SNF1 kinase complex from Saccharomyces cerevisiae phosphorylates the transcriptional repressor protein Mig1p in vitro at four sites within or near regulatory domain 1. FEBS Lett 453:219–223. doi:10.1016/S0014-5793(99)00725-5.10403407

[32] De VitMJ, WaddleJA, JohnstonM 1997 Regulated nuclear translocation of the Mig1 glucose repressor. Mol Biol Cell 8:1603–1618. doi:10.1091/mbc.8.8.1603.9285828PMC276179

[33] BrownNA, De GouveaPF, KrohnNG, SavoldiM, GoldmanGH 2013 Functional characterisation of the non-essential protein kinases and phosphatases regulating Aspergillus nidulans hydrolytic enzyme production. Biotechnol Biofuels 6:91. doi:10.1186/1754-6834-6-91.23800192PMC3698209

[34] De SouzaCP, HashmiSB, OsmaniAH, AndrewsP, RingelbergCS, DunlapJC, OsmaniSA 2013 Functional analysis of the Aspergillus nidulans kinome. PLoS One 8:e58008. doi:10.1371/journal.pone.0058008.23505451PMC3591445

[35] FranckWL, GokceE, RandallSM, OhY, EyreA, MuddimanDC, DeanRA 2015 Phosphoproteome analysis links protein phosphorylation to cellular remodeling and metabolic adaptation during Magnaporthe oryzae appressorium development. J Proteome Res 14:2408–2424. doi:10.1021/pr501064q.25926025PMC4838196

[36] LeonhardtY, KakoschkeSC, WagenerJ, EbelF 2017 Lah is a transmembrane protein and requires Spa10 for stable positioning of Woronin bodies at the septal pore of Aspergillus fumigatus. Sci Rep 7:44179. doi:10.1038/srep44179.28281662PMC5345055

[37] SchwartzD, ChouMF, ChurchGM 2009 Predicting protein post-translational modifications using meta-analysis of proteome scale data sets. Mol Cell Proteomics 8:365–379. doi:10.1074/mcp.M800332-MCP200.18974045PMC2634583

[38] LvDW, LiX, ZhangM, GuAQ, ZhenSM, WangC, LiXH, YanYM 2014 Large-scale phosphoproteome analysis in seedling leaves of Brachypodium distachyon L. BMC Genomics 15:375. doi:10.1186/1471-2164-15-375.24885693PMC4079959

[39] KanzakiM 2006 Insulin receptor signals regulating GLUT4 translocation and actin dynamics. Endocr J 53:267–293. doi:10.1507/endocrj.KR-65.16702775

[40] GaraiÁ, ZekeA, GóglG, TöroI, FördosF, BlankenburgH, BárkaiT, VargaJ, AlexaA, EmigD, AlbrechtM, ReményiA 2012 Specificity of linear motifs that bind to a common mitogen-activated protein kinase docking groove. Sci Signal 5:ra74. doi:10.1126/scisignal.2003004.23047924PMC3500698

[41] DavidH, ÖzçelikIŞ, HofmannG, NielsenJ 2008 Analysis of Aspergillus nidulans metabolism at the genome-scale. BMC Genomics 9:163. doi:10.1186/1471-2164-9-163.18405346PMC2386489

[42] BernardoSMH, GrayKA, ToddRB, CheethamBF, KatzME 2007 Characterization of regulatory non-catalytic hexokinases in Aspergillus nidulans. Mol Genet Genomics 277:519–532. doi:10.1007/s00438-006-0203-z.17226029

[43] CaoC, WuM, BingJ, TaoL, DingX, LiuX, HuangG 2017 Global regulatory roles of the cAMP/PKA pathway revealed by phenotypic, transcriptomic and phosphoproteomic analyses in a null mutant of the PKA catalytic subunit in Candida albicans. Mol Microbiol 105:46–64. doi:10.1111/mmi.13681.28370450

[44] O’MearaTR, XuW, SelvigKM, O’MearaMJ, MitchellAP, AlspaughJA 2014 The Cryptococcus neoformans Rim101 transcription factor directly regulates genes required for adaptation to the host. Mol Cell Biol 34:673–684. doi:10.1128/MCB.01359-13.24324006PMC3911494

[45] RiesLNA, BeattieS, CramerRA, GoldmanGH 2018 Overview of carbon and nitrogen catabolite metabolism in the virulence of human pathogenic fungi. Mol Microbiol 107:277–297. doi:10.1111/mmi.13887.29197127PMC5777862

[46] SciutoMR, WarnkenU, SchnölzerM, ValvoC, BrunettoL, BoeA, BiffoniM, KrammerPH, De MariaR, HaasTL 2018 Two-step coimmunoprecipitation (TIP) enables efficient and highly selective isolation of native protein complexes. Mol Cell Proteomics 17:993–1009. doi:10.1074/mcp.O116.065920.29217617PMC5930409

[47] de AssisLJ, UlasM, RiesLNA, El RamliNAM, Sarikaya-BayramO, BrausGH, BayramO, GoldmanGH 2018 Regulation of Aspergillus nidulans CreA-mediated catabolite repression by the F-box proteins Fbx23 and Fbx47. mBio 9:e00840-18. doi:10.1128/mBio.00840-18.29921666PMC6016232

[48] RoyP, LockingtonRA, KellyJM 2008 CreA-mediated repression in Aspergillus nidulans does not require transcriptional auto-regulation, regulated intracellular localisation or degradation of CreA. Fungal Genet Biol 45:657–670. doi:10.1016/j.fgb.2007.10.016.18063396

[49] AlamMA, KamlangdeeN, KellyJM 2017 The CreB deubiquitinating enzyme does not directly target the CreA repressor protein in Aspergillus nidulans. Curr Genet 63:647–667. doi:10.1007/s00294-016-0666-3.27878624

[50] CoxJ, MannM 2008 MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. Nat Biotechnol 26:1367–1372. doi:10.1038/nbt.1511.19029910

[51] CoxJ, NeuhauserN, MichalskiA, ScheltemaRA, OlsenJV, MannM 2011 Andromeda: a peptide search engine integrated into the MaxQuant environment. J Proteome Res 10:1794–1805. doi:10.1021/pr101065j.21254760

[52] AndersS, HuberW 2010 Differential expression analysis for sequence count data. Genome Biol 11:R106. doi:10.1186/gb-2010-11-10-r106.20979621PMC3218662

[53] MillerGL 1959 Use of dinitrosalicylic acid reagent for determination of reducing sugar. Anal Chem 31:426–428. doi:10.1021/ac60147a030.

[54] GibsonDG, YoungL, ChuangRY, VenterJC, HutchisonCA, SmithHO 2009 Enzymatic assembly of DNA molecules up to several hundred kilobases. Nat Methods 6:343–345. doi:10.1038/nmeth.1318.19363495

[55] JainPC, VaradarajanR 2014 A rapid, efficient, and economical inverse polymerase chain reaction-based method for generating a site saturation mutant library. Anal Biochem 449:90–98. doi:10.1016/j.ab.2013.12.002.24333246

How the deposited data were processed for this re-analysis (not part of the article)

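RNA-seq of the A. nidulans Δ*pkaA* strain and of WT was used, with 2 biological replicates per strain grown for 20 h at 28°C in YGV. The labels and the paper differ on the preculture, as stated where the data are introduced. The authors aligned the reads with bowtie2, counted them with HT-Seq, and compared the strains with DESeq. The signal in the deposited table is the authors' mean per strain of read counts divided by a size factor, in normalized reads. The deposited ratio is the authors' fold change of these means, given there as WT over Δ*pkaA* and inverted here where needed. The p-value and the q-value of each gene are the authors' own, and recomputing Benjamini and Hochberg's adjustment from the deposited P matched the deposited q to within 0.000166. A second deposited table lists 190 genes with q of 0.9232 or more, and its comparison is not described in the paper, so it was used only to leave its genes out as an alternative. The tables list no counts per sample, and those used were worked out from the means as described next.

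A gene was called at a P under 0.01 and an absolute log2 ratio of at least 1. A gene was similarly transcribed at a ratio over 0.5 and under 2. Where a strain had no read, the fold was computed against 3 reads over its 2 libraries and is a lower bound. For 1 to 3 reads, a 95% counting interval is given. Strain means were also taken apart into the whole counts of the 2 libraries where exactly 1 pair gave the mean. This held for every mean above 0 and up to 400, for 1341 higher means of Δ*pkaA*, up to 948, and for 3575 higher means of WT, up to 2340. It held in both strains for 4118 of the 9601 genes with a mean of at least 10 in 1 strain, or 42.9%. These libraries carry no replicate number. limma was fitted to log2 of their values plus 1, with calls at an adjusted p under 0.05 and the same log2 limit.

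Before the data were examined, 43 gene lists were fixed from functional descriptions, and each was compared with all other genes of at least 10 normalized reads by two-sided Fisher's exact tests for higher and for lower genes, adjusted over 86 tests. A list's median log2 ratio was also compared with 10000 random lists drawn from 20 bins of expression level (seed 1). The genes named in the text were chosen by a rule set at the same time. It takes the genes the paper names for transcript levels, the 10 highest and the 10 lowest log2 ratios of genes with a P under 0.01 and at least 100 normalized reads in 1 strain (genes with no read in a strain came first), up to 4 members with the smallest P of each list the text names, and the 5 highest and 5 lowest TF genes of Table S6 with at least 100 normalized reads. Values in the paper's tables had been seen when the rule was set. Any other gene is said to be named after its values were seen. Of 10690 features with an AN number, 9974 were found in the reference gene table of assembly ASM1142v1, which served only for symbols and for the order of neighbouring genes.

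The alternatives changed the limits on P, q, fold and level, the scaling, the pseudocount (10), the window (1.5) and the set of genes. Neighbouring genes were tested against 1000 shuffles of the calls. On simulated data, the whole counts were recovered for 7188 of 7188 strain means up to 400. Higher means were not checked this way. Among WT means shifted by a random amount, 12.8% from 100 to 400, 86.8% from 800 to 1600 and 100% from 1600 to 3000 also had a pair. Finding a pair is thus a weak check of the higher means. On the simulated data limma called 74 of 86 genes changed by a log2 of 1.5 and 80 of 80 changed by a log2 of 2, and it called 2 of 3777 unchanged genes. The simulation gave every gene the same spread and changed only a small share of genes, unlike the data, so these limma rates need not hold there. Of 200 random lists of 40 genes, 7 had a Fisher's exact p under 0.05. Their genes were drawn singly, so this check does not cover lists of neighbouring genes that move together. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. The phosphoproteome, the pulldowns and the enzyme assays have no deposited values among the data used and were left out.

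The 4 libraries had size factors of 0.982, 1.02, 0.960 and 1.04. For genes whose means could not be taken apart, no spread between replicates can be given, and 2 replicates per strain limit the precision of small changes.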

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

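The grouping of called genes along the genome was looked at because the paper does not report on these genes, and its tests were set before their results were seen. Genes called in the same direction lay next to each other more often than shuffled calls would. There were 65 runs of at least 4 neighbouring genes, 37 of higher and 28 of lower genes, against a mean of 6.44 and a highest value of 16 in 1000 shuffles.

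Reads shared by overlapping gene models do not account for this pattern, since among pairs at least 1000 bp apart the excess over shuffled calls was 2.30, with 271 pairs against a mean of 118 and a highest value of 148. A chromosome segment duplicated once would bring its genes near a log2 change of 1, and a lost one would leave no reads, while 88.7% of the members of the runs had a log2 change of over 1.5 with reads in both strains. Run members were called at a log2 change of at least 1, so genes of a duplicated segment below it were not counted. The share pools all runs and cannot speak for a single run. Deletion of *pkaA* may act on whole clusters, but this was not tested against another strain. A duplicated or lost segment in single runs, a higher copy number or another difference between the strains other than *pkaA* stays open.

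The following values were singled out because the paper's text does not discuss these transcript levels. Among clusters for secondary metabolites, 11 dba genes, 7 aspyridone genes and 4 terrequinone genes were higher in Δ*pkaA*. In the other direction, 5 emericellamide genes, 3 penicillin genes and 5 fellutamide genes were lower. The deleted gene *pkaA* (AN6305) kept a mean of 73.9 normalized reads in Δ*pkaA*, 3.95% of its value in WT, and where along the gene these reads lie could not be checked. AN2578, for a protein with a predicted peroxidase domain, had 108649 in WT and 55.6 in Δ*pkaA*, which is 0.0512% of WT. AN7953, for a predicted oxidoreductase, had 69152 in Δ*pkaA* and 53.5 in WT.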

How the results depend on the processing

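The tests with limma, the leave-one-out fits, and the counts without overlapping genes or without tRNA and similar features were chosen only after the data were seen. For the main results, 65 alternative values stayed on the same side of their test or within 1.5 times the count, and 7 did not. Most of these values are counts, which have no direction that could turn. With no limit on the fold change, 4965 genes and 200 TF genes were called in place of 2870 and 122, and with a log2 limit of 2 there were 1451 genes, 55 TF genes and, in place of 53, 27 glycosyl hydrolase genes. By a P of 0.01 or more in place of the window, 16 of the 28 kinases of Table S2 were similarly transcribed. With only genes of at least 100 normalized reads, 11 list tests passed in place of 17. The shifts in called genes follow from the stricter or looser limits, and that of the kinases from a P limit in place of a limit on the ratio. For the list tests the cause was not tested. The other limits, scalings and gene sets gave 2479 to 2975 called genes. The log2 ratio of the strains' totals was -0.08, and scaling to the same total gave 1582 higher and 1292 lower genes and a 3.42-fold decrease of *creA* (AN6195). For 71 of the genes named in the text, chosen by the rule and with reads in both strains, the call was kept in all 213 values under the scalings and the pseudocount. The authors' P was kept in these values, and the scalings moved log2 ratios by about 0.08 or less. Calls far from the limit could therefore hardly change. The pseudocount of 10 moved the fold of 16 of them by over 1.5 times, as it does by construction where the lower strain has few reads (at most 19.2 normalized reads in these 16).

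Among the 4118 genes with both libraries recovered, the authors' values called 1575 and limma called 1832, of which 1571 were shared in the same direction. Leaving out each library in turn gave 1503 to 1819 calls, of which 1387 to 1530 were among the 1575, and a decrease of *pkaA* from 23.8-fold to 26.2-fold. In these fits 1 strain was left with 1 library, which limma assumes to vary like the others. For genes whose means could not be taken apart into 1 pair of counts, no library could be left out, so neither leave-one-out over all genes nor a replicate block was run. No paired analysis was possible because the strain means carry no replicate numbers.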

Differences from the paper's values

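At the paper's limit on P and a log2 limit of 1, 122 TF genes were called, 77 higher and 45 lower, and the paper states 125, with 81 up and 44 down. The paper's text does not name a log2 limit for TFs. Among the alternatives set before the data were examined, scaling to the same total gave 81 higher and 41 lower TF genes. A level of at least 100 normalized reads gave 68 higher and 44 lower, and leaving out the genes of the second deposited table gave 77 higher and 44 lower. No alternative over all TF genes gave 125, and the nearest was 124, with P adjusted over genes of at least 10 normalized reads. The paper's Table S6 lists 126 TF genes, of which 4 have a P of 0.01 or more in the authors' deposited table. By DESeq these 4 have a P from 0.013 to 0.035 and log2 ratios from 1.24 to 1.91. All 126 genes, 81 higher and 45 lower, therefore have a P of at most 0.035 and a log2 change of at least 1. A limit on P looser than 0.01 with this log2 limit would thus keep all of Table S6, but it was not tried over all TF genes. limma, a test chosen after seeing the values, called these 4 as well (AN11195, AN0738, AN7820 and AN1029). Among the 82 genes of Table S6 with both libraries recovered, it called 81, against 78 by the authors' values, and dropped 1 of these 78.

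Fig. 3 shows the highest bar at about 30 for a xylanase, read by eye, and the next at about 26 for an alpha-glucosidase. The lower bounds on the log2 ratio of AN7401 and AN7120 were 6.34 and 2.43, with WT listed at 0 for both. For 3 other bars, about 7.4, about 4.2 and about -3.4 in Fig. 3, the log2 ratios of AN3046, AN8138 and AN6673 were 7.36, 4.23 and -3.41, and with a pseudocount of 10 they were 4.76, 3.83 and -2.78. Scaling to the same total gave 4.31 for AN8138. The ratio of AN3046 rests on 4 reads in WT, all in 1 library. The paper states that transcription of several glucanases was higher in Δ*pkaA*. Of 15 endoglucanase genes 4 were higher and 6 were lower, of 25 beta-glucosidase genes 2 were higher and 3 were lower, and AN1041, AN2388 and AN3903 were among those that rose.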

Other observations

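The tests of the scaling, of the most abundant genes, of the pairings of libraries and of the bars of Fig. 3 were chosen only after the results were seen. Genes for defence against oxidative stress included several large increases in Δ*pkaA*. The catalase-peroxidase gene AN7388 rose 143-fold, from 240 normalized reads in WT to 34203, the hyphal catalase gene AN9339 rose from 10760 to 112912, and the glutathione S-transferase gene AN6024 rose from 100.1 to 7984. Of 26 genes in this list 6 were higher and 1 was lower, or 6 and 2 when adjusted over the list alone, which did not pass the test (two-sided Fisher's exact test, adjusted p = 0.575 and 0.360 over 86 list tests). Among regulators of conidiation, *fluG* (AN4819) rose from 1129 to 10356 and *tmpA* (AN0055) fell 36.1-fold, from 5156 to 143. Of 56 genes for conidia and conidiophores 4 were higher and 6 were lower, or 4 and 7 when adjusted over the list alone (adjusted p = 0.259 and 0.827 in the same test).

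Genes for amino acid synthesis were lower more often than other genes, by a margin that most alternatives ended. AN5444, for a putative tryptophan synthase, fell from 2169 to 61.6, and *argB* (AN4409), for the ornithine carbamoyltransferase of arginine synthesis, fell 6.36-fold, while AN7876, for a putative branched-chain aminotransferase, rose from 148 to 49557. AN7876 lay in the longest run of neighbouring higher genes, 13 genes that include AN7884, for a putative nonribosomal peptide synthase. Whether the rise of AN7876 concerns amino acid synthesis was not tested. In other strains of the paper *argB* marks the *nkuA* deletion, and its genotype in the WT and Δ*pkaA* strains is not given there. Whether its fall reflects strain genotype was not tested. Of 52 genes 6 were higher and 15 were lower, as also when adjusted over the list alone (adjusted p for lower genes 0.0425, two-sided Fisher's exact test over 86 list tests). Over 5 alternatives this adjusted p ran from 0.0424 to 0.107 and stayed under 0.05 in 1, and higher genes did not pass (adjusted p = 0.827). Among 122 protease genes 17 were higher and 21 were lower, or 18 and 21 when adjusted over the list alone (adjusted p = 1 and 0.655 in the same test). AN10986, for a carboxypeptidase, rose 78.4-fold, and AN7159, for a tripeptidyl-peptidase, fell 31.8-fold. Of 23 autophagy genes 0 were called (DESeq), 10 had a P under 0.05, and 7 passed when adjusted over the list alone without the limit on the change.

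Of the genes with a P, 27.2% were called. A wrong factor between the strains would on its own leave nearly all genes near a common ratio. This was looked at in the 9572 genes with 10 or more normalized reads in 1 strain and reads in both. Whichever ratio is taken, at least 33.0% of them lay 1 or more away from it on the log2 scale. The 50 most abundant genes held 15.4% of the total in Δ*pkaA* and 17.6% in WT, so a few genes did not take most of the reads. Among the 4118 genes with libraries recovered, both libraries of a strain lay 1 or more on the log2 scale from both of the other strain for 1473, and the other 2 ways to pair the 4 libraries gave 0 and 1 (0.0679% of 1473), so spread between libraries is unlikely to have set these apart. The spread was not tested for the other genes, and the deletion itself stays open as an untested explanation, with both strains harvested in logarithmic growth as the paper states.

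The 2 highest bars of Fig. 3 belong to genes with no read in WT. A fixed small number in place of 0 could give such bars, because their gap would then equal the log2 ratio of the means of AN7401 and AN7120 in Δ*pkaA*. That ratio was 3.91 and the gap was about 4, a difference of 0.0942, which is within the reading of the figure. Only 2 bars were available for this test.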
